# Characterization of BV6-Induced Sensitization to the NK Cell Killing of Pediatric Rhabdomyosarcoma Spheroids

**DOI:** 10.3390/cells12060906

**Published:** 2023-03-15

**Authors:** Vinzenz Särchen, Lisa Marie Reindl, Sara Wiedemann, Senthan Shanmugalingam, Thomas Bukur, Julia Becker, Martin Suchan, Evelyn Ullrich, Meike Vogler

**Keywords:** NK cells, Smac mimetic, BV6, cell death, rhabdomyosarcoma, tumor spheroids

## Abstract

Although the overall survival in pediatric rhabdomyosarcoma (RMS) has increased over the last decades, the most aggressive subtype of alveolar RMS is in dire need of novel treatment strategies. RMS cells evade cell death induction and immune control by increasing the expression of inhibitors of apoptosis proteins (IAPs), which can be exploited and targeted with stimulation with Smac mimetics. Here, we used the Smac mimetic BV6 to re-sensitize RMS spheroids to cell death, which increased killing induced by natural killer (NK) cells. Single BV6 treatment of RMS spheroids did not reduce spheroidal growth. However, we observed significant spheroidal decomposition upon BV6 pre-treatment combined with NK cell co-cultivation. Molecularly, IAPs s are rapidly degraded by BV6, which activates NF-κB signal transduction pathways in RMS spheroids. RNA sequencing analysis validated NF-κB activation and identified a plethora of BV6-regulated genes. Additionally, BV6 released caspases from IAP-mediated inhibition. Here, caspase-8 might play a major role, as knockdown experiments resulted in decreased NK cell-mediated attack. Taken together, we improved the understanding of the BV6 mechanism of RMS spheroid sensitization to cytotoxic immune cells, which could be suitable for the development of novel combinatory cellular immunotherapy with Smac mimetics.

## 1. Introduction

With an incidence of 4–5% of all pediatric cancers, rhabdomyosarcoma (RMS) is the most common form of soft-tissue sarcoma [1]. There are two major subgroups of RMS, the embryonal, or fusion-negative, RMS (eRMS or FNRMS) and the alveolar, or fusion-positive, RMS (aRMS or FPRMS) subtypes [2]. The fusion status refers to the translocation of the genes PAX3/7 to FOXO1, which results in a highly transcriptionally active, fusion protein-driving malignant transformation [3]. Therapeutic advances and multi-modal treatment strategies have increased the overall survival rate of patients with RMS [4,5]. However, the survival rate decreases to 46% for the aRMS subgroup and further to 21% for metastasizing cancers [6].

Cancer cells have developed numerous strategies to escape immune surveillance, as highlighted by the discoveries of checkpoint inhibitors, for which the Nobel Prize was awarded to J.P. Allison and T. Honjo in 2018 [7]. In RMS, the tumor microenvironment (TME) is described as immunosuppressive with a low number of lymphocytes infiltrating in the RMS tumor mass. NK cells were among the investigated infiltrating lymphocytes and can directly induce a cytolytic effect upon target cell recognition [8,9]. Cell death in target cells can be induced by the secretion of cytotoxic granules containing perforin and granzymes. Upon perforin-dependent entry of granzymes into the target cells, granzymes cleave their target proteins and can prompt mitochondria to induce the intrinsic apoptotic machinery [10,11]. After the secretion and depletion of cytotoxic granules, NK cells can switch to a death receptor (i.e., Fas/FasL, TRAIL/TRAIL-R1/2 and TNF-R1/TNFα)-dependent killing mechanism. Upon ligation of the respective death receptor, intracellular target proteins (FADD, TRADD and pro-caspase-8) are recruited to form a death domain-dependent death-inducing signaling complex (DISC), which leads to the cleavage of caspase-8, and the activation of the caspase cascade and extrinsic apoptotic machinery [12,13]. The role of caspases in the programmed cell death pathway was initially described in the model organism *C. elegans*, for which the Nobel Prize was jointly awarded to S. Brenner, H. R. Horvitz and J. E. Sulston in 2002 [14].

One approach to increase such cytotoxic immune cell attack by NK cells could be to follow the strategy for which the Nobel Prize was awarded in 2018, that is, the inhibition of negative immune regulators [7]. Here, we combined a cellular immunotherapeutic approach using NK cells with the fundamental idea for which the Nobel prize was awarded to G. Eliot and G. Hitchings in 1988, that is, to utilize a specific cancer targeting agent [15]. We used the Smac mimetic BV6 as a specific inhibitor of apoptosis protein (IAP) targeting agent, which mimics the endogenous protein Smac and leads to the degradation of IAP proteins, e.g., XIAP, cIAP1 and cIAP2 [16,17]. RMS cells evade cell death by up-regulating cIAP1 [18] and depend on XIAP expression for survival [19]; hence, antagonizing either cIAP1 or XIAP may result in increased sensitivity to apoptotic stimuli. Besides by directly binding to and inhibiting caspases, IAPs are involved in a variety of cellular functions, e.g., NF-κB signal transduction. cIAP1/2 are associated with the tumor necrosis factor receptor 1 (TNFR1) complex and regulate the interplay of the canonical and non-canonical NF-κB signaling pathways [20,21,22].

Previous studies performed in our lab showed that treatment with cell death-sensitizing agents, e.g., BH3 [23] or Smac mimetics [24,25], induces immune cell vulnerability. Here, we used the Smac mimetic BV6 as a cell death-inducing agent in combination with NK cells to trigger an increased killing effect on RMS spheroids. Cytotoxic NK cells can recognize and kill an eRMS/FNRMS cell line (RD) to a certain degree, but they fail to fully recognize an aRMS/FPRMS cell line (RH30) as a target. Fischer et al. initially established a BV6-mediated effect of IL-2 activated expanded NK cell attack sensitization on two-dimensionally (2D) cultured RMS cells. The putative involvement of the TNF-related apoptosis-inducing ligand (TRAIL) receptor system and transcriptional up-regulation of the TRAIL receptors (DR4/5) could be shown [24]. However, the exact molecular mechanisms driving the sensitizing effect have not yet been investigated in further detail. Based on this study, we utilized 3D-cultured RMS spheroids to establish a relevant involvement of the BV6 sensitizing effect in an in vivo-like cell culture model. Further, an exploratory RNA sequencing approach revealed underlying BV6-induced signaling pathways that putatively drive the immune cell sensitization of RMS spheroids. Here, the NF-κB signaling pathway, in addition to the NK cell killing caspase dependency of the targeted RMS spheroids, is analyzed in detail.

## 2. Materials and Methods

### 2.1. Materials

The sensitizing effect was achieved with pre-treatment for 24 h with the bivalent Smac mimetic BV6 (kindly provided by Genentech). Cell death was induced with treatment with human recombinant TRAIL (R&D Systems, Wiesbaden, Germany). Cell death was inhibited with zVAD.fmk (Bachem, Heidelberg, Germany), anti-TRAIL antibody (No. 2E5; Enzo Life Sciences, Lörrach, Germany), zAAD-CMK (Calbiochem Merck, Darmstadt, Germany) and Etanercept (Enbrel, Merck, Darmstadt, Germany).

### 2.2. Cell Culture

Original cell lines were commercially obtained. (RD cells: Cellosaurus accession No. CVCL_1649, ATCC No. CCL-136. RH30: Cellosaurus accession No. CVCL_0041, DSMZ ACC 489.) Throughout the study, GFP/Luciferase-expressing RD and RH30 cells were used, labeled as RH30/RD-GFP. Cells were generated as previously described [26]. Cell lines were cultured in a humidified CO2-enriched atmosphere in RPMI-1640 GlutaMAX-I (Life Technologies, Eggenstein, Germany) medium for RH30-GFP or DMEM GlutaMAX-I (Life Technologies) medium for RD-GFP, supplemented with 10% fetal calf serum (Life Technologies), 1% penicillin/streptavidin (Life Technologies) and 1 mM sodium pyruvate (Life Technologies). Routinely performed PCR mycoplasma testing displayed negative results (Minerva-Biolabs, Berlin, Germany).

### 2.3. NK Cell Enrichment from Peripheral Blood Mononuclear Cells (PBMCs)

PBMCs from healthy donors (buffy coats provided by DRK Blutspendedienst, Frankfurt, Germany) were enriched using density gradient centrifugation with Histopaque-1077 (Sigma-Aldrich, Taufkirchen, Germany). NK cells from PBMCs were enriched using a negative selection kit following the manufacturer’s instructions (EasySep™ Human NK Cell Enrichment Kit; STEMCELL Technologies, Cologne, Germany). NK cells were expanded and activated in NK-MACS (Miltenyi Biotec, Bergisch Gladbach, Germany) supplemented with human IL-15 (Peprotech, Rocky Hill, CT) for 15 days. The NK cell population purity was validated to be above 95% after enrichment (day 0), during expansion (day 7) and on the day of experiments (day 15) using a flow cytometric staining panel. NK cells were defined as CD56 and CD16 double-positive and CD3 negative.

### 2.4. Spheroid Generation and Co-Cultivation

Multicellular tumor spheroids were generated as previously described [23,27]. In brief, 5000 RD-GFP cells or 2500 RH30-GFP cells were seeded in a volume of 100 µL of complete culture medium per well using a 96-well ultra-low attachment (ULA) plate (Corning Inc., Corning, NY, USA). After seeding, the plate was centrifuged at 1000× *g* for 10 min at room temperature. After 3 days of spheroid growth, BV6 was added for 24 h to the wells, reaching a total volume of 200 µL per well. On day 4 post-seeding, 150 µL of medium was aspirated, and fresh medium containing expanded NK cells and inhibitors was added to the appropriate wells. The co-cultivation of RMS-GFP spheroids and NK cells was carried out for 5 days. The assessment of GFP fluorescence was performed using an ImageXpress XLS Widefield analysis system (Molecular Devices, Sunnydale, CA, USA). To this end, the best projection image of a 25-layer z-stack was stored and analyzed using MetaXpress (Molecular Devices; v. 6.5.4.532) and FIJI (ImageJ v. 1.53c [28]). On day 5, dead cells were stained with 2 µg/mL propidium iodide (PI; Sigma-Aldrich). As an indicator of spheroid killing, the PI-to-GFP fluorescence ratio, normalized to the untreated control, was calculated.

### 2.5. Immunoblotting

Immunoblotting was performed using the following antibodies: mouse anti-cIAP1 (Santa Cruz, Heidelberg, Germany; 271418), rabbit anti-cIAP2 (Cell Signaling Technologies, Leiden, The Netherlands; 3130), rabbit anti-survivin (R&D; AF886), mouse anti-XIAP (BD, Franklin Lakes, NJ, USA; 610716), rabbit anti-IκBα (Cell Signaling Technologies; 9242), mouse anti-p-IκBα (Cell Signaling Technologies; 6249L), mouse anit-p65 (Santa Cruz; sc-8008), rabbit anti-p-p65 (Cell Signaling Technologies; 3033S), rabbit anti-NIK (Cell Signaling Technologies; 4994), mouse anti-p100 (Merck-Millipore, Darmstadt, Germany; 05-361), mouse anti-GAPDH (BioTrend, Köln, Germany; NB-29-00852), mouse anti-vinculin (Sigma/Merck; V9131), mouse anti-caspase-8 (Enzo; ADI-AAM-118-E), rabbit anti-caspase-9 (Cell Signaling Technologies; 9502S), rabbit anti-DR5 (Merck-Millipore; AB16942) and mouse anti-PARP-1 (Cell Signaling Technologies; 9546S). The following secondary horseradish peroxidase-conjugated antibodies were used: goat anti-mouse (Abcam, Berlin, Germany; ab6789) and goat anti-rabbit (Abcam; ab6721). The quantification of Western blot and the area determination of the region of interest were performed using ImageJ/FIJI [28]. Subsequent ratio calculations were performed using Microsoft Excel.

### 2.6. qRT-PCR

RNA was isolated using a peqGOLD MicroSpin total RNA kit and a peqGOLD total RNA kit according to the manufacturer’s instructions, including DNase I digestion (PeqLab, Erlangen, Germany). In total, 1 µg of mRNA was used for cDNA synthesis using a RevertAid first-strand cDNA synthesis kit (ThermoFisher, Roskilde, Denmark). qRT-PCR was performed using a QuantStudio™ 7 Flex system (Applied Biosystems, Darmstadt, Germany) using Sybr™ Green PCR master mix (Applied Biosystems, Darmstadt, Germany) and the following primers: cIAP1 (fwd, GATATTGTGTCACGACTTCTTAATGC; rev, TCTGTTCTTCCGAATTAATGACAA), cIAP2 (fwd, GATGAAAATGCAGAGTCATCAATTA; rev, CATGATTGCATCTTCTGAATGG), CCL5 (fwd, CGCTGTCATCCTCATTGCTA; rev, GAGCACTTGCCACTGGTGTA), MMP9 (fwd, CTTTGAGTCCGGTGGACGAT; rev, TCGCCAGTACTTCCCATCCT), IL-8 (fwd, CTCTTGGCAGCCTTCCTGATT; rev, TATGCACTGACATCTAAGTTCTTTAGCA), DR5 (fwd, AGACCCTTGTGCTCGTTGTC; rev, TTGTTGGGTGATCAGAGCAG), G6PD (fwd, ATCGACCACTACCTGGGCAA; rev, TTCTGCATCACGTCCCGGA), RPII (fwd, GCACCACGTCCAATGACAT; rev, GTGCGGCTGCTTCCATAA), 18S-rRNA (fwd, CGCAAATTACCCACTCCCG; rev, TTCCAATTACAGGGCCTCGAA) and 28S-rRNA (fwd, TTGAAAATCCGGGGGAGAG; rev, ACATTGTTCCAACATGCCAG).

### 2.7. RNA Sequencing

mRNA-focused RNA libraries were prepared using an Illumina TruSeq stranded RNA library prep kit with input amounts of 200 or 400 ng of total RNA. Poly(A)-positive mRNA transcripts were isolated from total RNA using binding to magnetic oligo(d)T beads and were subsequently fragmented and reverse-transcribed during first- and second-strand synthesis to yield double-stranded cDNA. The fragmented cDNA was then end-repaired and adenylated, followed by the ligation of the appropriate eight-nucleotide NEXTFLEX DNA barcode adapter (PerkinElmer). The final ligation product was amplified using PCR. Intermediate and final library purification steps were performed using AMPure XP beads (Beckman Coulter). Final library quantity and quality were assessed using Qubit dsDNA HS AssayKit (Invitrogen) and an Agilent High Sensitivity DNA kit. All libraries were sequenced in paired-end mode (2 × 50 nt) using an Illumina NovaSeq 6000 S2 flow cell, resulting in ~30 million distinct sequencing reads per library. Sequencing resulted in 18 sequencing-read libraries containing between 26.1 million and 37.5 million sequencing reads (mean of 31.1 million). The reads were mapped against the human genome (build GRCh38.95) using STAR (version 2.6.1d). We obtained gene counts using a custom union model of isoforms of transcripts per gene based on the ENSEMBL (GRCh38.95) known gene database. Gene counts were normalized using the DESeq2 median of ratios. Processed data are available at GEO (accession number GSE223787). The differential expression analyses of groups were performed using the Wald test implemented in DESeq2. For visualization purposes, the heatmap of differentially expressed genes (DEGs) was created using the shifted logarithm-transformed expression values. The identified DEGs were post hoc-analyzed using the web-based software platform Metascape (https://metascape.org, accessed on 29 September 2020), including analysis with TRRUST [29,30].

### 2.8. siRNA Transfection of RMS-GFP Spheroids

Transfection with siRNA (Silencer^®^ select; ThermoFisher) followed a reverse protocol for the lipofectamine RNAiMAX transfection reagent protocol (Life Technologies). The following knockdown assays were used for caspase-9: No. 1, s2428; No. 2, s2429; No. 3, s2430. For caspase-8, we used the following: No. 1, s2427; No. 2, s2425; No. 3, s2426. For NIK, we used the following: No. 1, s17187; No. 2, s17186; No. 3, s17188. Spheroids were allowed to grow for 3 days before the addition of treatment or harvesting to control for successful target knockdown.

### 2.9. Statistical Analysis

Statistical analysis was performed using GraphPad Prim v9 using Student’s t-test and 2-way ANOVA, followed by post hoc analysis, if needed. Asterisks indicate significance levels, i.e., n.s., ≥ 0.05; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. If not stated otherwise, data are depicted as means +/− SEM.

## 3. Results

### 3.1. BV6 Facilitated the Increased NK Cell Killing of RMS-GFP Spheroids

To model an in vivo-like cell state of solid tumor cell lines, we used a scaffold-free multicellular tumor spheroid system as previously described [23,27,31]. GFP-expressing RD and RH30 cell lines were able to form spheroids within 3 days of culture, as indicated by increased GFP intensity and higher compactness (Figure 1). Pre-treatment with BV6 did not significantly change the growth behavior of RD or RH30 spheroids, confirming that BV6 acts as a cell death-sensitizing agent rather than inducing cell death on its own. Co-cultivation with cytotoxic IL-15-activated NK cells in an effector-to-target ratio (E:T) of 1:1 could control the growth of untreated RD spheroids, but not that of untreated RH30 spheroids. Here, RH30 spheroids lost their compact phenotype but continued to grow. The combination of BV6 pre-treatment and co-cultivation with NK cells could significantly decrease the growth of both RD and RH30 spheroids, depicted as decreased GFP intensity and size of spheroids (Figure 1). These data demonstrate that the addition of BV6 facilitates and increases NK cell attack. Of note, in a higher E:T ratio, 5:1, NK cells were able to completely eliminate the spheroids (Supplementary Figure S1A,B). In a co-cultivation killing assay of suspended RMS and NK cells, BV6 also revealed a sensitizing effect (Supplementary Figure S1C,D) independently of the culture model. To exclude that BV6 had an unwanted side effect on NK cells, we investigated the effect of BV6 on activated NK cells. Treatment with BV6 alone at 2.5 and 5 µM did not induce significant levels of cell death in IL-15-activated NK cells (Supplementary Figure S1E). In addition to BV6, we used four different Smac mimetics (ASTX660, GDC-0152, LCL161 and AZD5582) to assess if the observed BV6-induced sensitization is a general mechanism of Smac mimetics (Supplementary Figure S1F,G). All combinations showed non-significant effects compared with the respective control. However, a slight trend might be visible in AZD5582-treated RD-GFP spheroids in E:T ratios of 0.5:1 and 5:1.

### 3.2. Activation of NF-κB Signaling Pathways and Transcriptome Regulation by BV6

To analyze the underlying molecular mechanisms of sensitization induced by BV6 pre-treatment, we initially focused on the alterations in NF-κB signaling and downstream transcriptional changes mediated by BV6 [32,33]. As expected, BV6 treatment induced rapid degradation of cIAP1/2, in both 2D and 3D spheroid cultures. XIAP degradation could only be observed in 3D spheroids (RH30 (Figure 2A,B); RD (Supplementary Figure S2A,B)). Following the degradation of cIAP proteins, both the canonical and non-canonical NF-κB signaling pathways were activated. Slightly increased IκBα phosphorylation was detectable after 1 h of BV6 treatment, followed by increased p65 phosphorylation. At the same time, the partial degradation of p100 to transcription factor p52 was detectable, accompanied by the accumulation of NF-κB-inducing kinase (NIK). The activation of both NF-κB pathways was also visible in 3D spheroids after 24 h of BV6 treatment (RH30 (Figure 2C,D); RD (Supplementary Figure S2C,D)).

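RH30 is an established cell line of alveolar RMS, and BV6 is a small molecule that mimics Smac, the mitochondrial protein that binds and inhibits IAPs. RNAseq counts were available for 7 RH30 samples, 4 untreated and 3 treated with 5 µM BV6 for 24 h. The samples are numbered here by a code in their titles, which is taken to mark the experiment. By this code, BV6 replicates 2, 3 and 4 each have an untreated sample of the same experiment, while untreated replicate 1 has no BV6 partner. The paper does not state that samples of the same code are paired. The 11 other libraries sequenced in the study are not analysed here. The authors prepared stranded libraries from poly(A)-selected RNA, sequenced them in paired-end mode, mapped the reads to the human genome (GRCh38) with STAR and counted them per gene with a custom union model of the isoforms of each Ensembl gene. They deposited the resulting counts without normalization, for 57189 genes listed by symbol. The paper's text does not name whether the counting used strand or how it treated reads on more than 1 gene, so the counts of overlapping and antisense genes are uncertain. The counts summed to 77220882, 56684781, 59849682 and 62049652 in untreated replicates 1 to 4 (median 60949667) and to 57464589, 59465798 and 54070030 in BV6 replicates 2 to 4 (median 57464589). Their mean was 60.97 M ± 7.61 M (SD, n = 7), where the paper states a mean of 31.1 M sequencing reads per library, and all values below use the deposited counts. Genes with too few counts were left out by edgeR's filterByExpr, library sizes were normalized by the TMM method, and groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels are given as CPM, counts relative to the normalized library size. A gene with 3 counts, the smallest number taken as detected, corresponds to 0.0389 to 0.0557 CPM in these samples, and this floor covers counting error only, since PCR copies of a molecule cannot be told apart. DEGs were defined by an adjusted p below 0.05 and a log2 fold change of at least 1 in either direction, the lines drawn in Figure 3A. Gene coordinates are those of GENCODE release 44 for the same genome build, matched by symbol.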

To further investigate the NF-κB signaling pathway and the downstream transcriptional changes, we performed an RNAseq analysis of RH30 cells treated with BV6 (5 µM, 24 h). Figure 3A,B depict the volcano plot showing a total of 182 DEGs and the top 50 regulated genes upon BV6 treatment. 

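Of 23124 genes tested, 74 were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 66 up-regulated and 8 down-regulated by BV6. In all 74 DEGs, every BV6 sample lay on the same side of every untreated sample. The DEGs were selected on these same samples, so this is not independent support for them. Among all tested genes, 2041 (8.83%) showed this pattern, which chance gives for 5.71% of genes. Testing against a log2 fold change of 1 with edgeR's glmTreat moved the number of DEGs most in proportion and left 12 DEGs, all up-regulated. The DESeq2 Wald test that the methods name, fitted to 43421 genes without that filter on low counts, called 219, with 134 up-regulated and 85 down-regulated, including all 74. Samples of the same experiment deviated from their group means together, with a mean correlation across genes of 0.345 (0.515, 0.322 and 0.197 for replicates 2, 3 and 4), against -0.174 between samples of different experiments. With the replicate number as a block, edgeR called 119 DEGs, 89 up-regulated and 30 down-regulated, and 65 of the 74 were among them.
ITGAM and SSTR2 shared the smallest adjusted p. ITGAM (chromosome 16, 31259967 to 31332892) rose from 0.532 ± 0.144 CPM (SD, n = 4) to 11.7 ± 3.17 CPM (SD, n = 3). Its log2 fold change was 4.46 (standard error 0.266, adjusted p = 0.000445, edgeR with Benjamini-Hochberg adjustment). BIRC3, which encodes cIAP2 (chromosome 11, 102317484 to 102339403), rose from 2.44 ± 1.57 to 70.4 ± 27.4 CPM, a log2 fold change of 4.86 (standard error 0.451, adjusted p = 0.00341 from the same edgeR test). With each sample left out in turn, the log2 fold change of BIRC3 stayed between 4.51 and 5.39, and with the replicate block it was 4.81. It was smaller, at 2.796, with the shrunken estimates of DESeq2. UNC13A (log2 fold change 4.16), IFIH1 (4.02) and TRAF1 (3.58) were up-regulated with adjusted p of 0.00153, 0.0049 and 0.00341 (edgeR, Benjamini-Hochberg), and stayed below 0.05 in all 7 fits that each left out a sample. For any one of these genes, an exact two-sided permutation test of 4 samples against 3 cannot give a p below 0.057. IGF2 (chromosome 11, 2129112 to 2158391) fell from 147 ± 39.3 to 47.6 ± 11.6 CPM, a log2 fold change of -1.63 (standard error 0.235, adjusted p = 0.0215, edgeR with Benjamini-Hochberg adjustment), and lost its call, meaning an adjusted p below 0.05, in 3 of the 7 fits that each left out a sample. INS-IGF2 and AC132217.1, named here after their values were seen, were also down-regulated, and 79.96% of the exonic bases of INS-IGF2 lie inside IGF2 on the same strand, so these genes can share reads. INS-IGF2 and AC132217.1 each lost their call in 6 of these 7 fits.

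**Figure D1:**
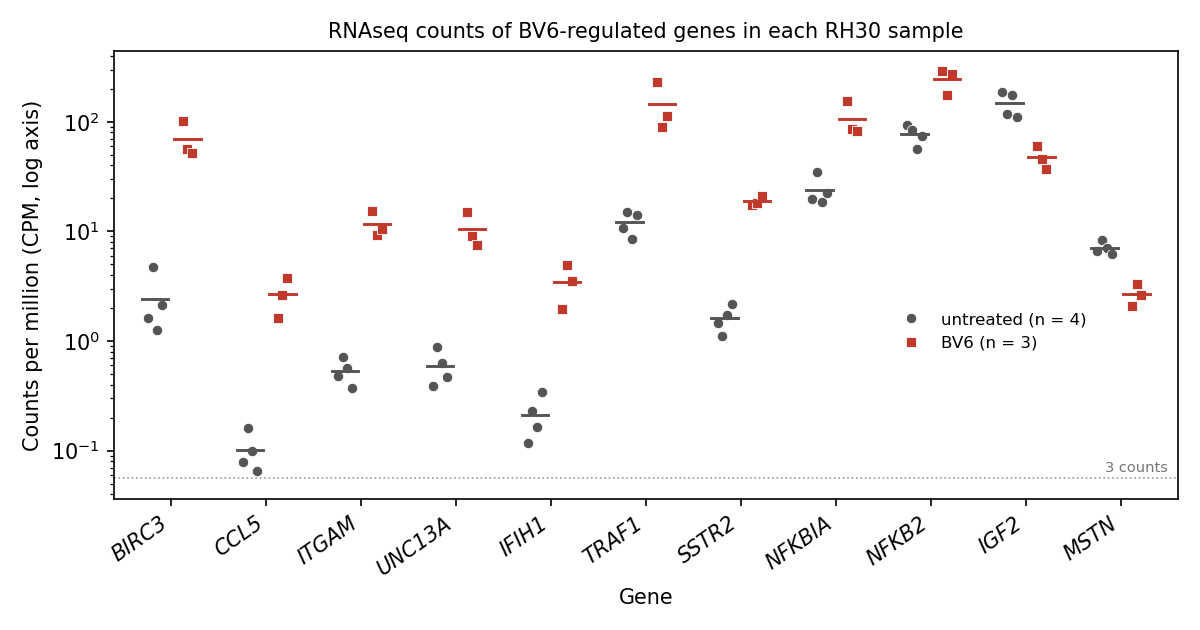
CPM of 11 genes of Figure 3A and Supplementary Figure S3A in each RH30 sample, on a log axis. Circles are the 4 untreated samples, squares the 3 BV6-treated samples, short lines the arithmetic mean of each group, and the dotted line the level of 3 counts in the library where it is highest (0.0557 CPM). BIRC3 lies between 1.26 and 4.74 CPM in untreated samples and between 52.3 and 102 CPM with BV6, and IGF2 and MSTN are the 2 genes drawn that fall.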

The analysis of putative responsible transcription factors using TRRUST (Figure 3C) revealed strong involvement of p65 (RELA) and p105 (NFKB1), which are members of the canonical NF-κB pathway. 

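The database behind the TRRUST analysis was not used here. In its place, a list of 88 target genes of NF-κB was written before the data were examined, and 67 of them had enough counts to be tested. Their median log2 fold change was 0.38, with 55 genes higher and 12 lower in BV6-treated cells, and the set was up-regulated as a whole relative to the other genes (adjusted p = 1.63e-14 over the 5 gene sets tested, limma's camera, two-sided). The mean log2 CPM of the set was 2.35 ± 0.0825 (SD, n = 4) in untreated and 2.99 ± 0.139 (SD, n = 3) in BV6-treated samples, and the lowest BV6 sample (2.84) lay above the highest untreated one (2.42). Estimating the correlation between the genes of the set, in place of a fixed 0.01, moved this result most (p = 0.00389, limma's camera). With the replicate number as a block, the median log2 fold change was 0.40. At an adjusted p below 0.05 (edgeR, Benjamini-Hochberg), 11 of the 67 genes were up-regulated and none down-regulated, and 23 genes, counted in either direction, passed when p was adjusted over the list alone. Without the genes shown in Figure 3 or Supplementary Figure S3, the remaining 55 targets had a median log2 fold change of 0.22.
The mRNA of RELA itself did not change detectably, at 56.5 ± 7.9 CPM (SD, n = 4) in untreated and 59.8 ± 12.4 CPM (SD, n = 3) in BV6-treated cells (log2 fold change 0.08, standard error 0.165, adjusted p = 0.919, edgeR with Benjamini-Hochberg adjustment). NFKB1 mRNA rose from 46.4 ± 9 to 70.5 ± 13.9 CPM, a log2 fold change of 0.60 (standard error 0.174) that did not pass without the block (adjusted p = 0.288) and passed with it (adjusted p = 0.0454, both edgeR with Benjamini-Hochberg adjustment).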

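The gene sets of pathway databases were not used here either. For the innate immune response, a list of 90 interferon-stimulated genes was fixed before the data were examined, and 83 of them were tested. Their median log2 fold change with BV6 was 0.37, with 74 genes higher and 9 lower, and the set was up-regulated relative to the other genes (adjusted p = 3.69e-22 over the 5 gene sets tested, limma's camera, two-sided). Its mean log2 CPM rose from 3.05 ± 0.121 (SD, n = 4) to 3.70 ± 0.152 (SD, n = 3), without overlap between the groups. With the correlation between the genes of the set estimated, p was 0.00284 (limma's camera), and with the self-contained test fry it was 0.000522 (limma). With the replicate block, the median log2 fold change was 0.34, and with each sample left out in turn it stayed between 0.35 and 0.51. At an adjusted p below 0.05 (edgeR, Benjamini-Hochberg), 13 of the 83 genes were up-regulated and none down-regulated. With p adjusted over the list alone, 27 genes passed, counted in either direction. Among the genes with the largest changes were IFIH1, RSAD2 (log2 fold change 3.59, standard error 0.379, adjusted p = 0.00564) and IFIT3 (log2 fold change 2.88, standard error 0.307, adjusted p = 0.00574, both edgeR with Benjamini-Hochberg adjustment). RSAD2 shares exonic bases with CMPK2 and IFIT3 with LIPA on the opposite strand. IRF1, a member of both lists, rose from 17.5 ± 3.24 to 36.8 ± 8.27 CPM (log2 fold change 1.07, standard error 0.186, adjusted p = 0.0478, edgeR with Benjamini-Hochberg adjustment) and kept its call in 1 of the 7 fits that each left out a sample. Without the genes shown in Figure 3 or Supplementary Figure S3, the remaining 76 interferon-stimulated genes had a median log2 fold change of 0.33.

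**Figure D2:**
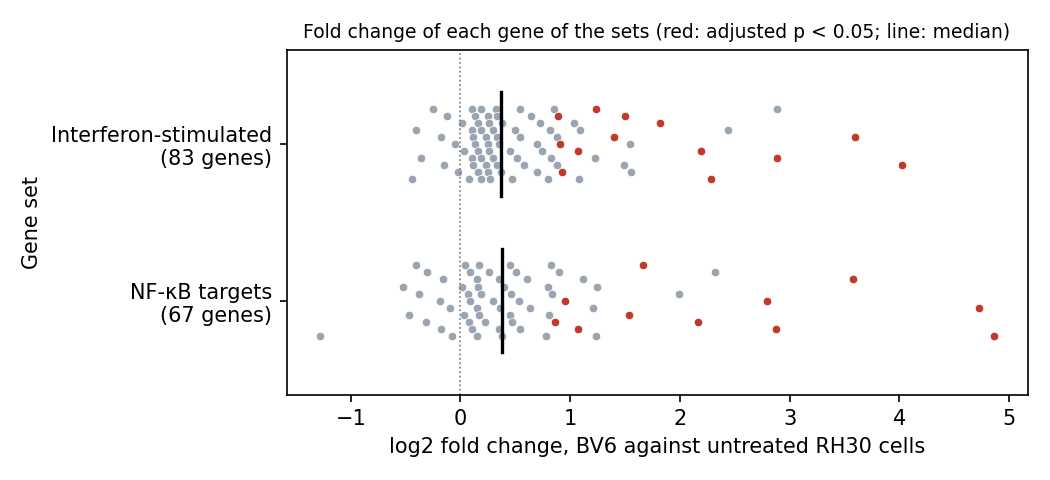
log2 fold change of each tested gene of the interferon-stimulated set (83 genes) and of the NF-κB target set (67 genes), BV6-treated against untreated RH30 cells. Each point is a gene, red where its adjusted p is below 0.05 (edgeR), and the vertical spread within a set only separates the points. Black lines mark the set medians of 0.37 and 0.38, and the dotted line marks no change.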

Further, enriched pathway analysis showed the up-regulation of the NF-κB signaling pathway and, as the highest hit, the up-regulation of the innate immune response (Figure 3D,E), thus validating the results of the Western blot showing strong NF-κB activation by BV6. Further, multiple DEGs identified using RNAseq were validated with Fluidigm^®^ (Supplementary Figure S3A), showing a positive correlation of the log2 fold change values calculated with RNAseq and Fluidigm analyses. 

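Fluidigm is a microfluidic platform that runs many qRT-PCR assays at once, and its measurements are not analysed here. The RNAseq side of the comparison covers 7 genes labeled in Supplementary Figure S3A, of which CCL5, ITGAM, SSTR2, CAMK1G, NFKBIA and NFKB2 were up-regulated DEGs and MSTN a down-regulated DEG. SSTR2 (chromosome 17, 73165010 to 73176633) rose from 1.62 ± 0.462 CPM (SD, n = 4) to 18.8 ± 1.87 CPM (SD, n = 3), a log2 fold change of 3.53 (standard error 0.225, adjusted p = 0.000445, edgeR with Benjamini-Hochberg adjustment). NFKBIA, which encodes IκBα (chromosome 14, 35401079 to 35404749), rose from 23.9 ± 7.57 to 107 ± 40.1 CPM, a log2 fold change of 2.17 (standard error 0.275, adjusted p = 0.0116 from the same edgeR test). NFKB2, which encodes p100 (chromosome 10, 102394110 to 102402524), had higher counts and a smaller change, from 77.4 ± 16.1 to 246 ± 61 CPM and a log2 fold change of 1.67 (standard error 0.207, adjusted p = 0.011, edgeR with Benjamini-Hochberg adjustment). NFKBIA and NFKB2 each lost their call in 1 of the 7 fits that each left out a sample. CAMK1G (chromosome 1, 209583714 to 209613939) was close to the detection limit in untreated cells, at 0.157 ± 0.0508 CPM, and rose to 0.875 ± 0.286 CPM with a log2 fold change of 2.48 (standard error 0.384). Its adjusted p was 0.0277 without the replicate block and 0.0561 with it (edgeR, Benjamini-Hochberg), and it lost its call in 6 of these fits. MSTN, the gene of myostatin (chromosome 2, 190055700 to 190062729), fell from 7.06 ± 0.956 to 2.67 ± 0.623 CPM, a log2 fold change of -1.4 (standard error 0.207, adjusted p = 0.0239, edgeR with Benjamini-Hochberg adjustment), and also lost its call in 6 of them. In all 7 genes, the counts of the BV6 samples did not overlap with those of the untreated samples.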

The impact of BV6 on transcriptional activation was validated in RD cells using qRT-PCR (Supplementary Figure S3B), showing that similarly to RH30 cells, also in RD cells, NF-κB target genes were transcriptionally up-regulated by BV6.

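CCL5 (chromosome 17, 35871491 to 35880793, on the minus strand) had 4 to 9 counts in each of the 4 untreated RH30 samples and 92, 160 and 201 counts in BV6 replicates 2, 3 and 4. This corresponds to 0.101 ± 0.0423 CPM (SD, n = 4) in untreated cells, only about the level of a few counts per library, and 2.66 ± 1.05 CPM (SD, n = 3) with BV6. The log2 fold change was 4.72 (standard error 0.392, adjusted p = 0.00167, edgeR with Benjamini-Hochberg adjustment), or 4.55 with the replicate number as a block (adjusted p = 0.00801, edgeR with Benjamini-Hochberg adjustment). With each sample left out in turn, it lay between 4.402 and 5.009, with an adjusted p of at most 0.0159 (edgeR, Benjamini-Hochberg). The size of the fold change depended on how it was estimated. It was 1.69 on a scale of log2(CPM + 1) with limma and 2.62 with the shrunken estimates of DESeq2.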

We further investigated the chemokine CCL5, as it was among the top 50 BV6-induced DEGs and has been described in the context of NK cell cytotoxicity and migration [34,35]. Firstly, we investigated whether CCL5 up-regulation was shown to be NIK-dependent by performing NIK knockdown. CCL5 up-regulation was NIK-dependent and led to increased secretion as well as to an increased storage in intracellular granules (Supplementary Figure S4A–D). Secondly, to analyze the putative effect of NK cell killing sensitization, we performed the CRISPR/Cas9 knockout of CCL5 in RH30 cells, which did not alter the killing activity in our RH30 spheroid NK cell co-culture model. Therefore, we conclude that although being a prominent transcriptional target of BV6, CCL5 is not essential to mediating the sensitizing effect induced by BV6 (Supplementary Figure S4E,F).

### 3.3. NIK as Transcriptional Master Regulator of BV6-Induced Transcriptional Change

As NIK showed increased accumulation upon BV6 treatment and the transcriptional regulation of our top hit CCL5 was NIK-dependent, we further investigated the role of NIK in the observed effect of BV6 sensitization to increased NK cell attack. The siRNA-mediated knockdown of NIK in RH30 cells resulted in a decreased activation of both the non-canonical and canonical NF-κB signaling pathways, visualized as decreased partial degradation of p100 to p52 and reduction in p-p65 (Figure 4A,B). The silencing of NIK led to a reduction in NF-κB target gene transcription, i.e., cIAP1, cIAP2, IL-8, MMP9 and DR5, in RH30 (Figure 4C,D; Supplementary Figure S5) or RD cells (Supplementary Figure S6A,B). However, the sensitizing effect of BV6 on NK cell-mediated RMS spheroid killing was not altered by NIK knockdown in either RH30 or RD spheroids (Figure 4E,F, Supplementary Figure S6E,F). Taken together, our results indicate that the BV6-mediated sensitizing effect may occur independently of the NIK-mediated transcriptional effects exerted by activated NF-κB signaling.

### 3.4. Investigation of NK Cell Killing Pathways

As the BV6-induced sensitization appeared to be independent of BV6-induced transcriptional changes, we focused on the intracellular cell death pathways induced in RMS spheroids upon NK cell attack. NK cells can kill their target cells by inducing extrinsic apoptosis. The characterization of the death receptors on RMS cells revealed that RD cells did not express Fas or TNFR1, but they were slightly positive for DR4 and highly positive for DR5, the receptors for TRAIL. On the other hand, RH30 cells were negative for Fas and DR4, but they presented TNFR1 and DR5 on their cell surface (Supplementary Figure S7). Therefore, we first focused on TRAIL-mediated killing, as DR5 expression is shared between RD and RH30 cells. Blocking TRAIL with a TRAIL-targeting antibody (antiTRAIL) did not show a reduction in NK cell killing in BV6-pre-treated RD spheroids (Figure 5A). However, a slight but not significant reduction in killing could be observed in BV6-pre-treated RH30 spheroids co-cultured with NK cells (Figure 5B).

The functional effect of the TRAIL-blocking antibody was validated with co-treatment with recombinant TRAIL as the death-inducing compound. Here, the neutralizing antibody rescued the RMS spheroids from TRAIL-mediated cell death, confirming the on-target activity of the blocking antibody (Supplementary Figure S8). 

As previously shown, BV6 activates the NF-κB pathway and has been described to induce a TNFα autocrine feedback loop [36]. To study whether the effect of BV6 and NK cells is TNFα dependent, we added the blocking antibody Enbrel. We added Enbrel as a co-treatment with BV6 and continued the co-treatment during NK cell co-cultivation. Although not statistically significant, we observed a trend in the kinetics during NK cell co-cultivation (Supplementary Figure S9A,B). PI end-point staining on day 5 showed a slight reduction in cell death in Enbrel-co-treated RD spheroids (Supplementary Figure S9C,E) but not in RH30 spheroids (Supplementary Figure S9D,F). Therefore, we conclude that the partial involvement of TNFα during NK cell-mediated killing may be possible.

### 3.5. Dissection of Caspase Involvement in NK Cell-Dependent Killing

Cell death mainly relies on the activation of the apoptotic caspase cascade, since the addition of the pan-caspase inhibitor zVAD.fmk could significantly reduce the NK cell-mediated killing of BV6-pre-treated RMS spheroids (Figure 5A,B). Western blot analysis revealed high cleavage of the executioner caspase-3 with the combination of BV6 and NK cells in RD and RH30 spheroids (Figure 5C,D). To investigate whether the extrinsic or intrinsic apoptotic pathway drives the caspase cascade upon BV6/NK cell co-treatment, we silenced the main initiators, caspases-8 and -9. Caspase-9 is involved in mitochondria-mediated apoptotic induction. Upon mitochondrial outer membrane permeabilization, the formation of the apoptosome occurs, and caspase-9 is activated [37]. The knockdown of caspase-9 did not reduce NK cell-mediated killing, despite the efficient loss of protein (Figure 6A,B), suggesting that mitochondrial involvement and the intrinsic apoptotic pathway are not required for the NK cell-mediated killing of RMS spheroids.

Upon extrinsic apoptotic induction, caspase-8 is activated in the DISC, leading to the activation of the caspase cascade, resulting in the execution of apoptotic cell death [37]. The knockdown of caspase-8 should, therefore, limit extrinsic cell death induction and thus may decrease the NK cell killing of RMS spheroids. While caspase-8 knockdown in RH30 spheroids did not reduce NK cell killing, a significant reduction in the BV6- and NK cell-mediated killing of RD spheroids was observed with siRNA construct No. 3, which also exhibited the best knockdown efficacy (Figure 6C–E). Taken together, these data indicate that in RD cells, caspase-8 and the extrinsic apoptotic pathway may play important roles in mediating BV6- and NK cell-triggered killing.

## 4. Discussion

In this study, we describe a novel way to utilize the apoptosis-sensitizing ability of Smac mimetics to increase the NK cell-mediated killing of pediatric tumor spheroids. Therefore, we hypothesize that NK cells may represent a possible cellular immunotherapy with the potential to attack and eliminate pediatric cancers such as RMS. NK cells and immune cells in general were only present in a minority of histological slices of RMS cases, indicating an immunologically cold/immunosuppressive TME [8,9]. Until now, only four different Smac mimetics (Debio 1143, ASTX660, APG-1387 and Birinapant) have reached clinical trials, of which Debio 1143 is currently the only one being tested in phase 3. At the moment, Smac mimetics are still investigational drug compounds and have not achieved clinical approval. Here, we show that the cell death-sensitizing agent BV6, which is still under pre-clinical evaluation, might be a promising approach to counteract this immunosuppressive TME, as the BV6 pre-treatment of in vivo-like RH30 and RD multicellular spheroids could induce an effect of IL-15-activated NK cell-mediated killing sensitization. Among the Smac mimetics investigated here, only BV6 showed prominent sensitization to NK cell killing. This may be explained by an altered IAP recognition pattern due to different Smac mimetics. Further, the degradative efficacy of the individual compounds might be different, which leads to distinct molecular downstream mechanisms. Using BV6, Fischer et al. could identify a similar effect in an RMS:NK cell suspension co-culture model. However, the BV6 sensitizing effect was only present at high BV6 concentrations (10 µM) and at high E:T ratios (10:1) [24]. In contrast, we observed a sensitizing effect on RMS spheroids at lower concentrations of BV6 (5 µM), thus also improving the therapeutic window in which BV6 is not toxic to NK cells. Further, we could lower the effective E:T ratio to 1:1 as an approach to remodel an environment little infiltrated by immune cells. Of note, this BV6-induced sensitizing effect on RMS cells is also present in co-cultivation with cytokine-induced killer (CIK) cells [25], suggesting an underlying tumor-centric molecular mechanism.

A tumor-centric approach to unravel the molecular mechanism driving BV6-induced sensitization is to identify direct BV6 targets and further downstream pathways. As a Smac mimetic, i.e., IAP antagonist, the initial molecular targets of BV6 are known and could be reproduced here in RMS cells and spheroids. Upon treatment, BV6 induces rapid cIAP1/2 degradation, as previously observed in leukemia [38], colorectal cancer [39] and lung cancer cells [40]. Additionally, these studies could show that BV6 was not able to degrade XIAP in monolayer cell cultures, which is in line with our observation of exclusive XIAP degradation in RMS spheroids, but not in RMS monolayer cell cultures. The importance of XIAP in a spheroidal system was proven by Gallardo-Pérez et al., who showed that the loss of XIAP could re-sensitize breast cancer, head and neck cancer, and cervical cancer spheroids to cytotoxic agents and also reduce spheroidal volume [41].

BV6-induced cIAP1/2 degradation blocks the poly-ubiquitylation of NIK. Thus, NIK accumulates in the cytoplasm and leads to the downstream activation of the non-canonical NF-κB signaling pathway in RMS spheroids and monolayer cell cultures. In both spheroids and monolayer cell cultures, we observed a BV6-mediated activation of both the canonical (phosphorylation of p65) and non-canonical (p100 partial degradation to p52) NF-κB signal transduction pathways. This NF-κB activation leads to the broad transcriptional remodeling of RH30 cells, as identified using our exploratory RNAseq approach. 

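Without a limit on the fold change, 104 of the 23124 tested genes had an adjusted p below 0.05 (edgeR, Benjamini-Hochberg), 91 higher and 13 lower in BV6-treated RH30 cells, and 30 of them changed less than 2-fold. At an unadjusted p below 0.05 there were 1939 genes. The number with an adjusted p below 0.05 rose to 218 with the replicate number as a block and to 408 with the DESeq2 Wald test, and fell to between 38 and 89 when a sample was left out. Removing each library's trend with the GC content of the genes together with the replicate block, a setting chosen after the data had been seen, gave 1065 such genes among 17940 genes with a known GC content. The median log2 fold change of all tested genes was -0.014. On a principal component analysis of log2 CPM, the first component (35.9% of the variance) did not separate BV6-treated from untreated samples. On the next components (22.7% and 16.5%), the groups overlapped, but each BV6 sample lay on the same side of the untreated sample of its experiment. The paper reasons that degradation of cIAP1/2 lets NIK accumulate and so activates the non-canonical NF-κB pathway. It observes activation of the canonical pathway by phosphorylation of p65, and states that this activation leads to the transcriptional changes. Its blots showed NIK accumulation and processing of p100 to p52 (Figure 2). NIK knockdown in RH30 cells lowered the activation of both pathways and the mRNA of several target genes (Figure 4). The samples analysed here include no NIK knockdown, so they do not test this link.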

Our transcriptomic results are in agreement with several genes of interest identified in previous microarrays analyzing BV6-mediated transcriptional regulation in breast cancer cells [32] and chronic lymphocytic leukemia [42]. Further, pathway enrichment analysis validated the up-regulation and involvement of NF-κB signaling pathways in BV6-treated RH30 cells. One gene of interest that was increased upon BV6 treatment in RH30 cells was the chemokine CCL5, which was formerly described as being an NK cell-activating [34] and pro-migratory compound [43]. BV6-induced CCL5 expression and secretion (Supplementary Figure S4) led to the assumption of a CCL5-NK cell axis, which putatively facilitates BV6-induced sensitization. However, using CRISPR/Cas9-mediated CCL5 knockout in RH30 spheroids, we observed that CCL5 was not required for BV6-induced sensitization to NK cell attack.

Most of the transcriptional changes observed upon BV6 treatment, including the up-regulation of CCL5, were mediated by NIK. As NIK is directly affected by the degradation of cIAP1/2 proteins, we hypothesized an involvement of NIK and of the non-canonical NF-kB pathway in the BV6-induced effect of NK cell-mediated killing sensitization. A similar involvement of NIK could be observed in MDA-MB-231 breast cancer cells, where siRNA-mediated NIK knockdown reduced the BV6-mediated transcription of several target genes as well as apoptotic cell death induction [33]. In the same publication, BV6-mediated TNFα autocrine stimulation led to RIPK1-dependent cell death [33]. However, the successful siRNA-mediated NIK knockdown in our spheroid model did not reduce BV6/NK cell-mediated killing, indicating an NIK-independent and putatively NF-κB-independent mechanism that drives BV6-induced sensitization.

The second molecular consequence of BV6-induced IAP degradation is the putative release and activation of caspases. In RMS spheroids, pre-treatment and co-cultivation with NK cells led to increased activity of the executioner caspase-3 (Figure 5C). A general involvement of caspases in our RMS spheroid model could be established with co-treatment with the pan-caspase inhibitor zVAD.fmk, which shows a decreased NK cell-mediated killing and BV6-induced sensitizing effect. A similar effect was observed in hepatocellular carcinoma cells in co-cultivation with NK cells and co-treatment with the Smac mimetic APG-1387. The increased killing was correlated with elevated caspase-3 activity upon combination of APG-1387 and NK cell co-cultivation. Here, the authors proposed a caspase- and RIPK1-dependent mechanism of APG-1387-induced sensitization [44].

Further, our RMS spheroids model illustrated TRAIL independence of NK cell-mediated killing, as co-treatment with a TRAIL-neutralizing antibody did not rescue RMS spheroids from BV6-sensitized NK cell-mediated killing. This is in contrast to a previous study, where the partially TRAIL-dependent NK cell killing of BV6-stimulated RMS cells could be observed [24]. This difference might be explained by an altered killing capacity of NK cells in different culture models. Since RMS tumors show an immunosuppressive TME [8,9], our 3D RMS spheroids may display an in vivo-like suppressive phenotype. This may modify the killing mechanism of NK cells into a more perforin/granzyme B-dependent mode of killing.

The next step to decipher the apoptotic signaling induced by NK cell attack was the identification of the relevant caspase initiator responsible for the activation of the executioner caspase-3 [45]. Two recent publications highlighted the importance of the mitochondrial pathway during NK cell-mediated tumor cell killing [23,46]. As caspase-9 is the apical caspase in the intrinsic, mitochondrial apoptosis pathway, we performed caspase-9 siRNA-knockdown studies in our RMS spheroid model. However, the BV6-induced sensitized NK cell killing of RMS spheroids occurred independently of caspase-9. 

The other main apoptotic pathway involves the ligation of death receptors and the intracellular assembly of the DISC, leading to the activation of caspase-8 as the apical initiator caspase [13]. It is known that NK cells present death ligands on their surface and, with a serial killer mechanism, are able to switch from granzyme B-mediated to death ligand-caspase-8-dependent killing [12]. As previously identified, caspases in general were involved, but independently of TRAIL, in our RMS spheroid model of BV6/NK cell-induced killing. A potential role of caspase-8 in the NK cell killing of RMS spheroids was identified upon siRNA-mediated caspase-8 knockdown. This knockdown led to an RMS cell type-dependent involvement of caspase-8, since the knockdown of caspase-8 in RD spheroids was sufficient to reduce the BV6-sensitized NK cell-mediated killing. However, the knockdown of caspase-8 did not rescue RH30 spheroids from BV6-sensitized NK cell attack. In contrast to RD cells, RH30 cells also express caspase-10 [47,48], suggesting that upon the removal of caspase-8, caspase-10 may take over as the apical apoptotic initiator caspase and induce RIPK1-dependent cell death [49].

## 5. Conclusions

Taken together, BV6 leads to the activation of NF-κB-dependent transcriptional regulation, which is possibly not responsible for the observed pro-NK cell sensitizing effect. In the cell death machinery, a putative role of caspases, especially caspase-8, might be relevant as cell death mediator. However, this mechanism is mainly independent of death receptors and TNFα. Such signaling events could be described as the pre-assembly of a complex comprising RIPK1, caspase-8 and FADD, termed ripoptosome [50,51]. By using an in vivo-like RMS spheroid model, we could further disentangle the molecular mechanisms of the Smac mimetic BV6 in conjunction with cytolytic NK cells. Inspired by the Nobel prize awarded to G.B. Elion and G.H. Hitchings in 1988 and the fundamental paradigm shift in drug development [15], we applied a specific IAP protein antagonist to increase the killing effect of NK cells on RMS cells and spheroids. Therefore, our study not only proposes a cancer cell-centric approach for specifically targeting IAP proteins, but by combining players of the cellular innate immune system, it shows a promising strategy to increase the cytolytic effect of NK cells, as an alternative strategy to the 2018 Nobel prize awarded for the discovery of immune checkpoint proteins [7].

## Figures and Tables

**Figure 1:**
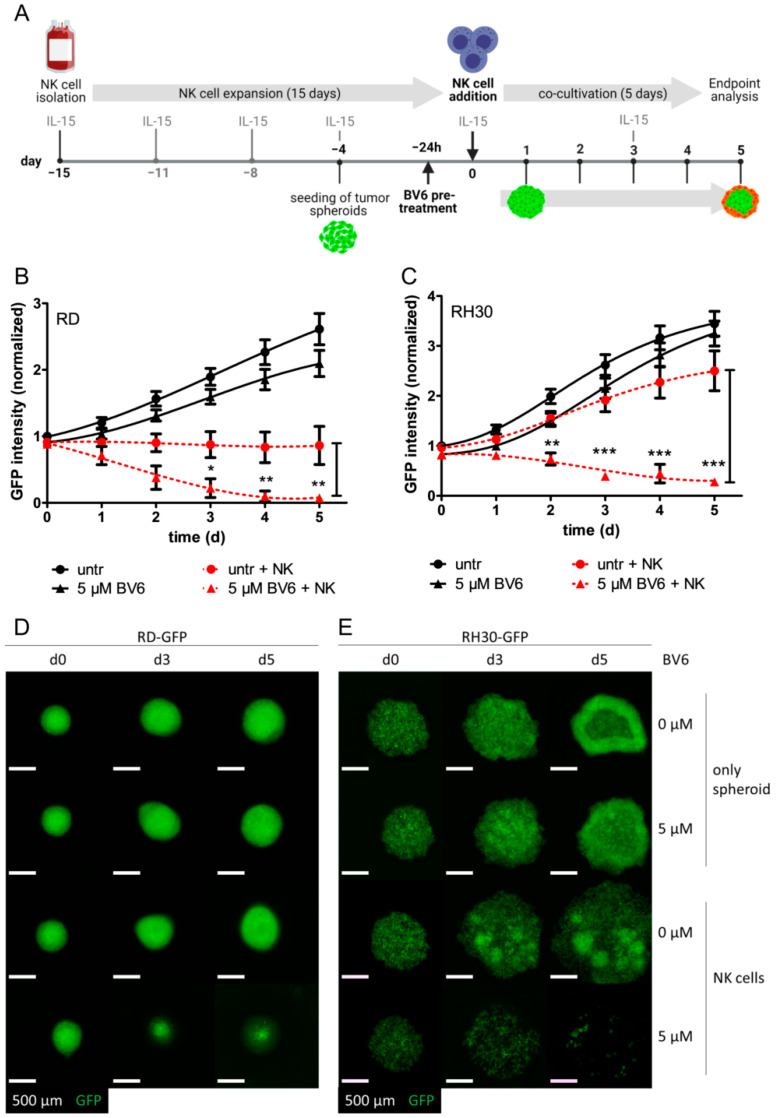
The BV6-sensitized NK cell-mediated killing of RMS spheroids. (**A**) Experimental setup of the RMS spheroid-NK cell experiment. Subsequent to NK cell enrichment using primary PBMCs, cells were expanded and activated with IL-15 for 15 days before being used in co-culture experiments. RMS spheroids were seeded four days prior to NK cell co-cultivation. After 3 days, spheroids were pre-treated with BV6 for 24 h. On the day of co-cultivation, BV6 was washed out, and NK cells were added with fresh IL-15, followed by co-cultivation for 5 additional days, during which microscopic images were obtained each day. Killing curves of BV6-treated or untreated RD (**B**) or RH30 (**C**) spheroids in co-cultivation with NK cells (E:T ratio of 1:1) or as tumor spheroids only. GFP intensities were normalized to the start of co-cultivation (untreated day 0). N = 5, mean +/− SEM; statistical analysis was performed using two-way ANOVA with Bonferroni multiple comparison test. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. Microscopic image of GFP-fluorescent RD (**D**) or RH30 (**E**) spheroids upon BV6 stimulation and NK cell co-cultivation at selected time points; scale bar equal to 500 µm.

**Figure 2:**
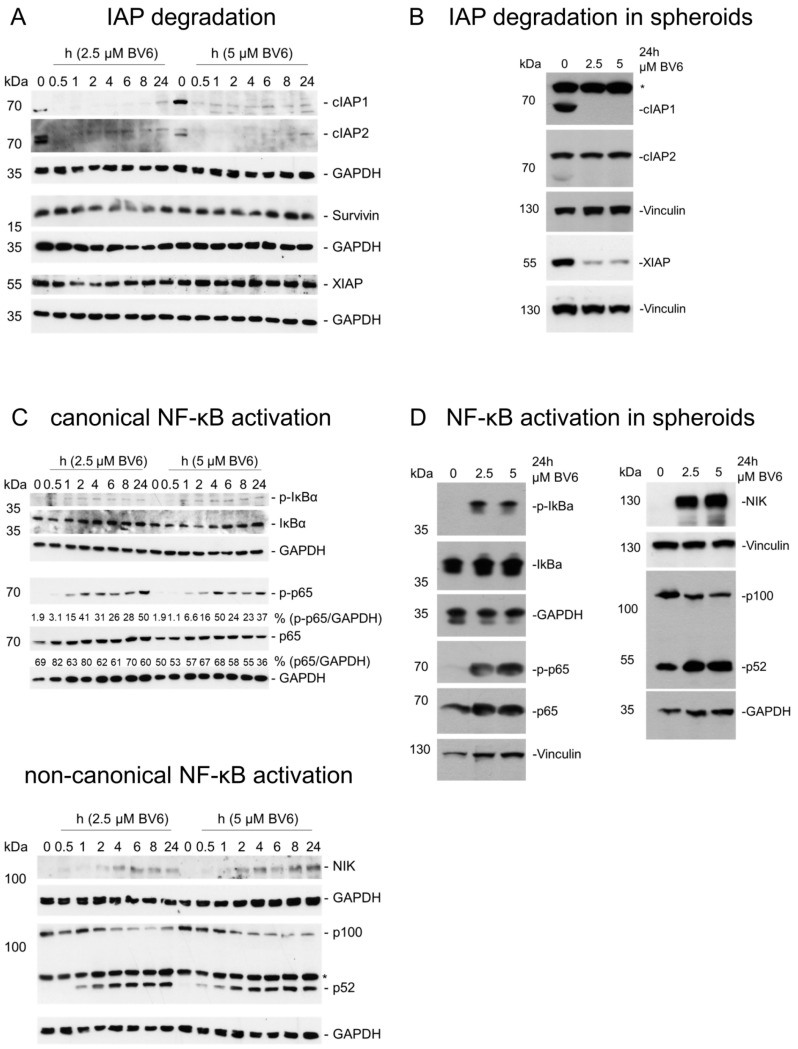
Validation of NF-κB activation in RH30 cells and spheroids. Western blot analysis showing BV6-induced changes in IAP protein levels in RH30 cells cultured in monolayer cultures (**A**) or as spheroids (**B**). BV6-regulated canonical and non-canonical NF-κB signaling pathways in RH30 cells cultured in monolayer cultures (**C**) or as spheroids (**D**). Western blots are exemplary of at least two independent experiments. If applicable, Western blot quantification is depicted as fold changes of GAPDH-normalized target protein expression using the untreated condition as reference. * depicts unspecific signal.

**Figure 3:**
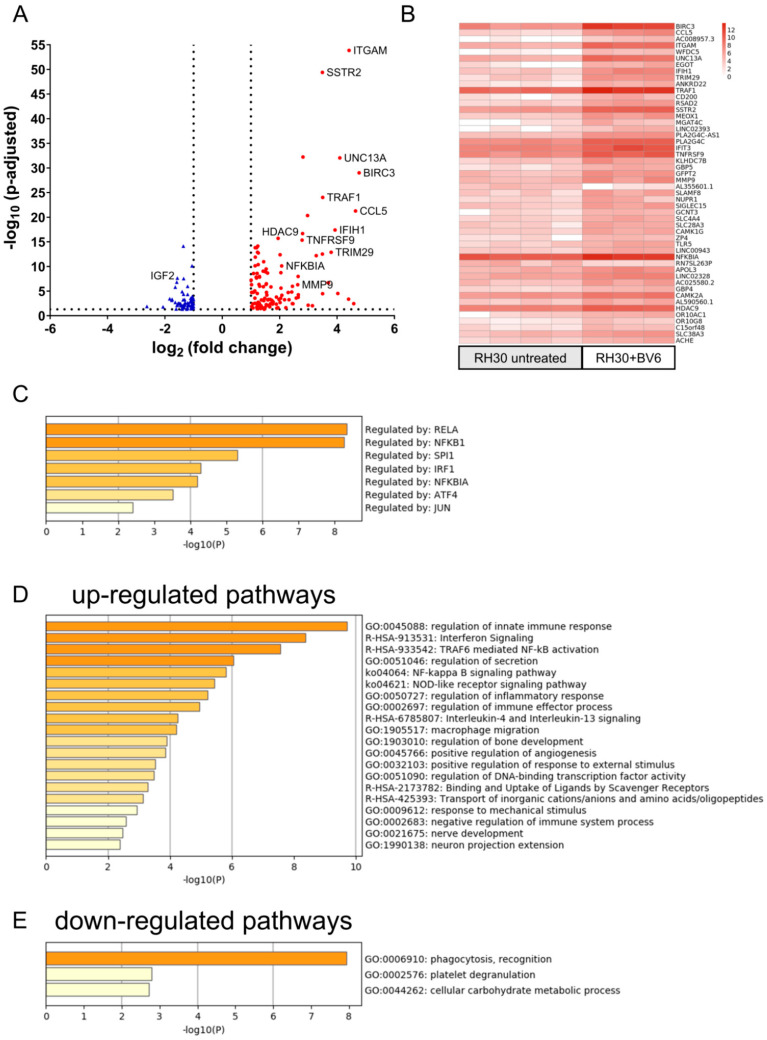
RNAseq analysis of transcriptional regulation by BV6. (**A**) Volcano plot of BV6-treated RH30 cells compared with untreated RH 30 cells, with down-regulated genes depicted in blue, up-regulated genes in red, and the 50 top regulated genes being labeled. (**B**) Log2 fold change values of the top 50 regulated genes depicted as heat map separately showing each biological replicate. (**C**) TRRUST analysis of putative involved transcription factors responsible for BV6-up-regulated genes. Pathway enrichment analysis of up- (**D**) or down-regulated genes (**E**) upon BV6 stimulation performed with web application metascape.org [29].

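Of the 50 genes listed in Figure 3B, 47 had enough counts to be tested, and all 47 changed in the direction drawn, with log2 fold changes between 2.01 and 4.86 in size. By edgeR's quasi-likelihood test, 29 of them were DEGs and 18 were tested but not called, while AC008957.3, NUPR1 and OR10G8 were not tested. In all 50 genes, the CPM of BV6-treated and untreated samples did not overlap, although for NUPR1 the lowest BV6 sample (0.149 CPM, 8 counts) was barely above the highest untreated one (0.146 CPM, 9 counts). Many of the genes had few counts. The mean count in untreated samples was under 10 for 22 of the 50, and 2 genes had at most 3 counts in every untreated sample, so that only a lower bound can be given for their fold changes. The order of the genes in Figure 3B followed the size of the log2 fold change computed here, with a Spearman rho of 0.969 across 47 genes. Its two-sided permutation p was 1e-05, the smallest that 100000 permutations can give, although genes are not independent replicates. Figure 3B was drawn from these same samples. The shared order, the directions and the lack of overlap therefore show that the authors' values were reproduced, and are not independent support for them. With the replicate block, rho was 0.899 and 32 of the 50 genes were called. With the DESeq2 Wald test, 49 were called. Among genes on the list, PLA2G4C and PLA2G4C-AS1 overlap on opposite strands of chromosome 19 and share 326 exonic bases, so that their counts can share reads. PLA2G4C rose from 2.55 ± 0.772 CPM (SD, n = 4) to 18.5 ± 0.69 CPM (SD, n = 3) and PLA2G4C-AS1 from 0.256 ± 0.0155 to 2.11 ± 0.201 CPM, with log2 fold changes of 2.86 and 3.04.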

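The enriched terms of Figure 3D,E were computed by the authors with Metascape, whose gene sets were not used here. The 8 down-regulated DEGs by edgeR's quasi-likelihood test were LINC00511, SHROOM2, AQP3, IGF2, MSTN, INS-IGF2, TMCO4 and AC132217.1, of which INS-IGF2, TMCO4 and AC132217.1 are named after their values were seen. The highest term drawn in Figure 3E is recognition in phagocytosis, and although the figure does not list the genes behind it, immunoglobulin genes are annotated to this term. None of them was among the 8 DEGs. Of 21 immunoglobulin genes tested, 14 were lower with BV6, and 12 of the 21, counted in either direction, had an unadjusted p below 0.05. IGLC2, the gene of a lambda light chain constant region (chromosome 22, 22900976 to 22901437), had 143 ± 16.4 CPM (SD, n = 4) in untreated and 65.4 ± 22.4 CPM (SD, n = 3) in BV6-treated cells. Its log2 fold change was -1.12 (standard error 0.206), with an adjusted p of 0.0618 without the replicate block, 0.0327 with it (both edgeR, Benjamini-Hochberg) and 0.000118 with the DESeq2 Wald test. The DESeq2 Wald test called 8 immunoglobulin genes as down-regulated DEGs. The lambda constant genes are near-identical paralogs, so the counts of each are uncertain where reads could be split between them.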

**Figure 4:**
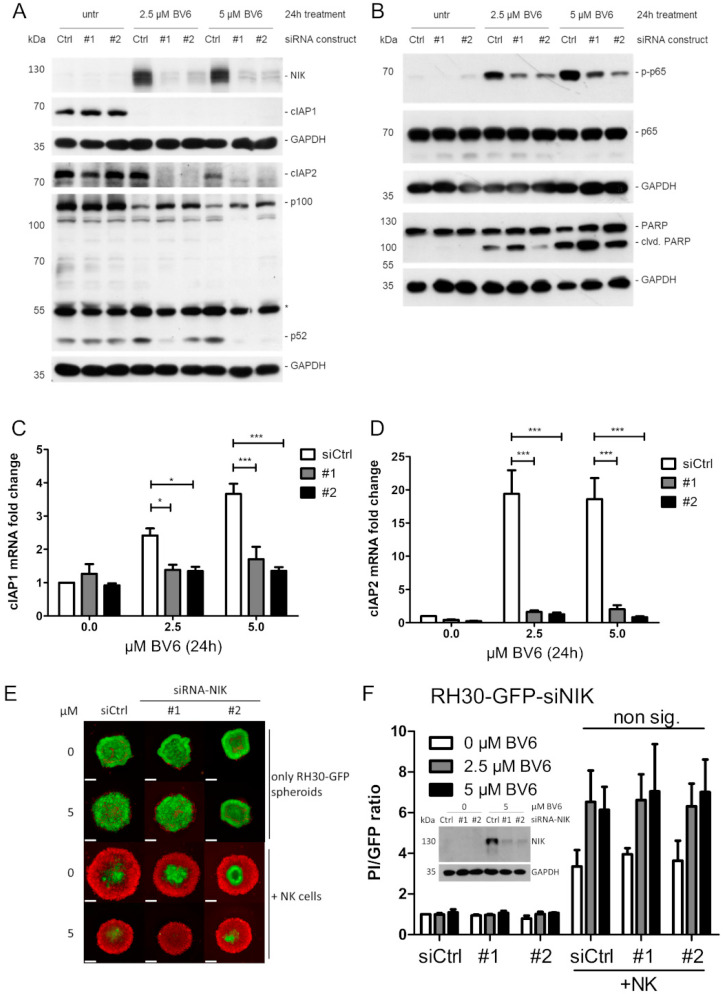
NIK as master regulator of BV6-induced transcription. Western blot analysis showing IAP degradation, and non-canonical (**A**) and canonical (**B**) NF-κB signaling pathways upon BV6 stimulation with siRNA-mediated NIK knockdown in RH30 cells. Western blot images are representative of at least two independent experiments. Relative mRNA quantification of NF-κB target genes (cIAP1 (**C**) and cIAP2 (**D**)) using qRT-PCR. N = 3, mean +/− SEM; statistical analysis conducted using two-way ANOVA with Tukey’s multiple comparison test. *; *p* < 0.05; ***, *p* < 0.001. RH30 spheroid generation upon siRNA NIK knockdown. (**E**) Microscopic images of BV6-stimulated GFP-fluorescent, NIK-KD RH30 spheroids, co-cultivated with NK cells and counter-stained with PI to detect dead cells; scale bar equal to 500 µm. (**F**) Quantification and PI/GFP ratio as read-out of induced cell death. N = 3, mean +/− SEM. Western blot insert depicts knockdown validation in RH30 spheroids.

**Figure 5:**
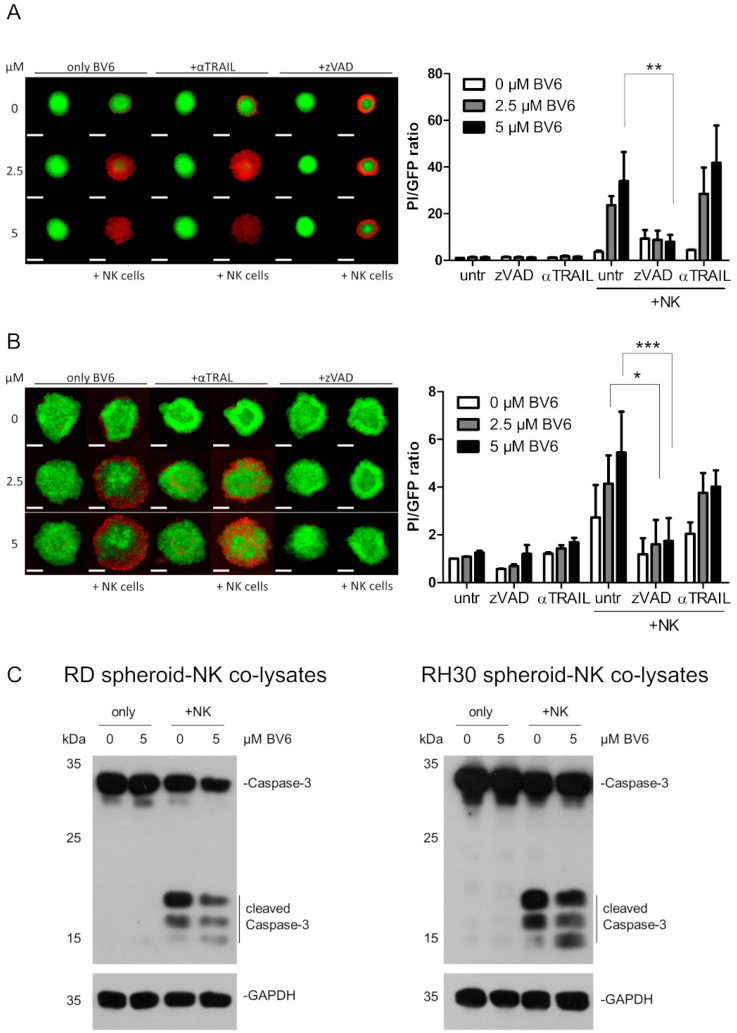
Involvement of TRAIL and caspases in the NK cell killing of RMS spheroids. RD (**A**) or RH30 (**B**) spheroids were pre-treated with BV6 at indicated concentrations, co-cultured with NK cells and either co-treated with the pan-caspase inhibitor zVAD.fmk (50 µM) or a TRAIL-neutralizing antibody (1 µg/mL). Quantification and PI/GFP ratio as cell death indicators. n = 3, mean + SEM; statistical analysis conducted using two-way ANOVA with Bonferroni multiple comparison test. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. Scale bar equal to 500 µm. (**C**) Western blot of cleaved, activated caspase-3 upon BV6 pre-treatment and NK cell co-cultivation with RD (left) and RH30 (right) spheroids. Images are representative of at least two independent experiments.

**Figure 6:**
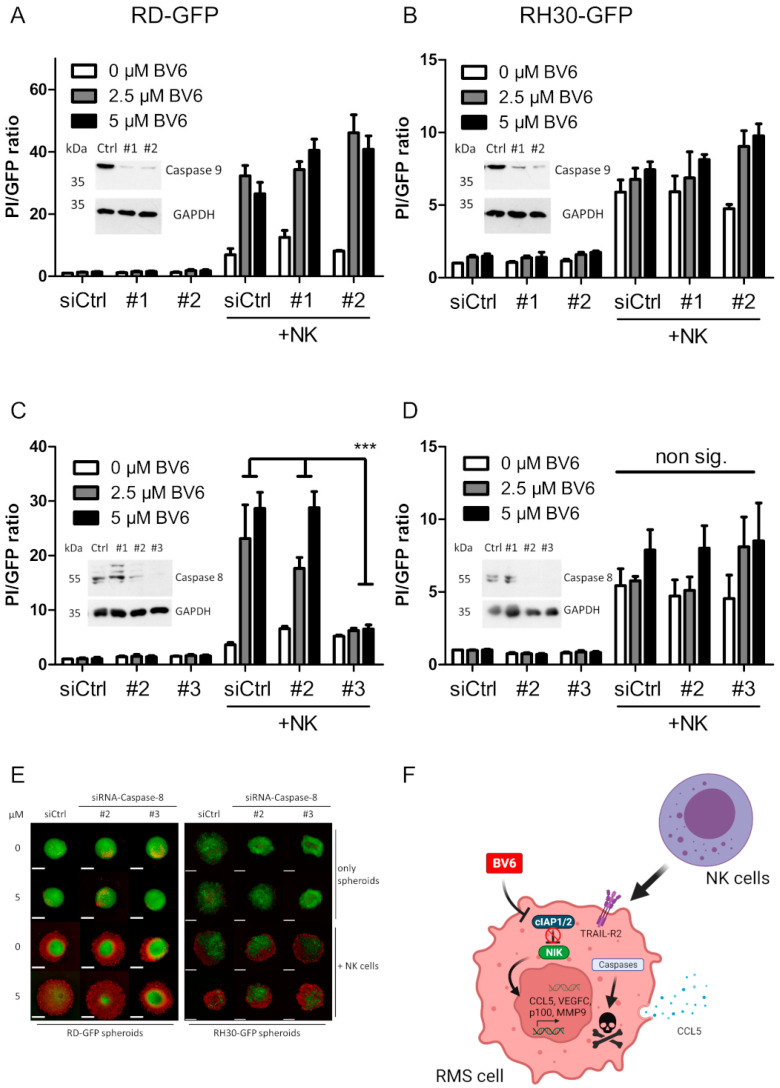
The NK cell killing of RMS spheroids is dependent on caspases. siRNA-mediated caspase-9 knockdown in RD (**A**) and RH30 (**B**), in addition to siRNA-mediated caspase-8 knockdown in RD (**C**) and RH30 (**D**) spheroids, followed by BV6 pre-treatment and NK cell co-cultivation. Quantification and PI/GFP ratio as cell death indicators. n = 3, mean + SEM; statistical analysis conducted using two-way ANOVA with Tukey’s multiple comparison test. ***, *p* < 0.001. (**E**) Microscopic images of GFP-fluorescent caspase-8-knockdown RH30 spheroids counterstained with PI; scale bar equal to 500 µm. (**F**) Graphical summary of BV6 putative molecular action in RMS cells and spheroids leading to sensitized NK cell killing.

## Data Availability

RNA sequencing data are available at GEO (https://www.ncbi.nlm.nih.gov/geo/, accessed and submitted on 14 January 2023) under accession number GSE223787.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12060906/s1, Supplementary Figures S1–S9.

# Supplementary material for: Characterization of BV6-Induced Sensitization to the NK Cell Killing of Pediatric Rhabdomyosarcoma Spheroids
**Source:** Cells. 2023 Mar 15;12(6):906. doi: 10.3390/cells12060906
**Supplement:** Supplementary file 1

## Slide 1
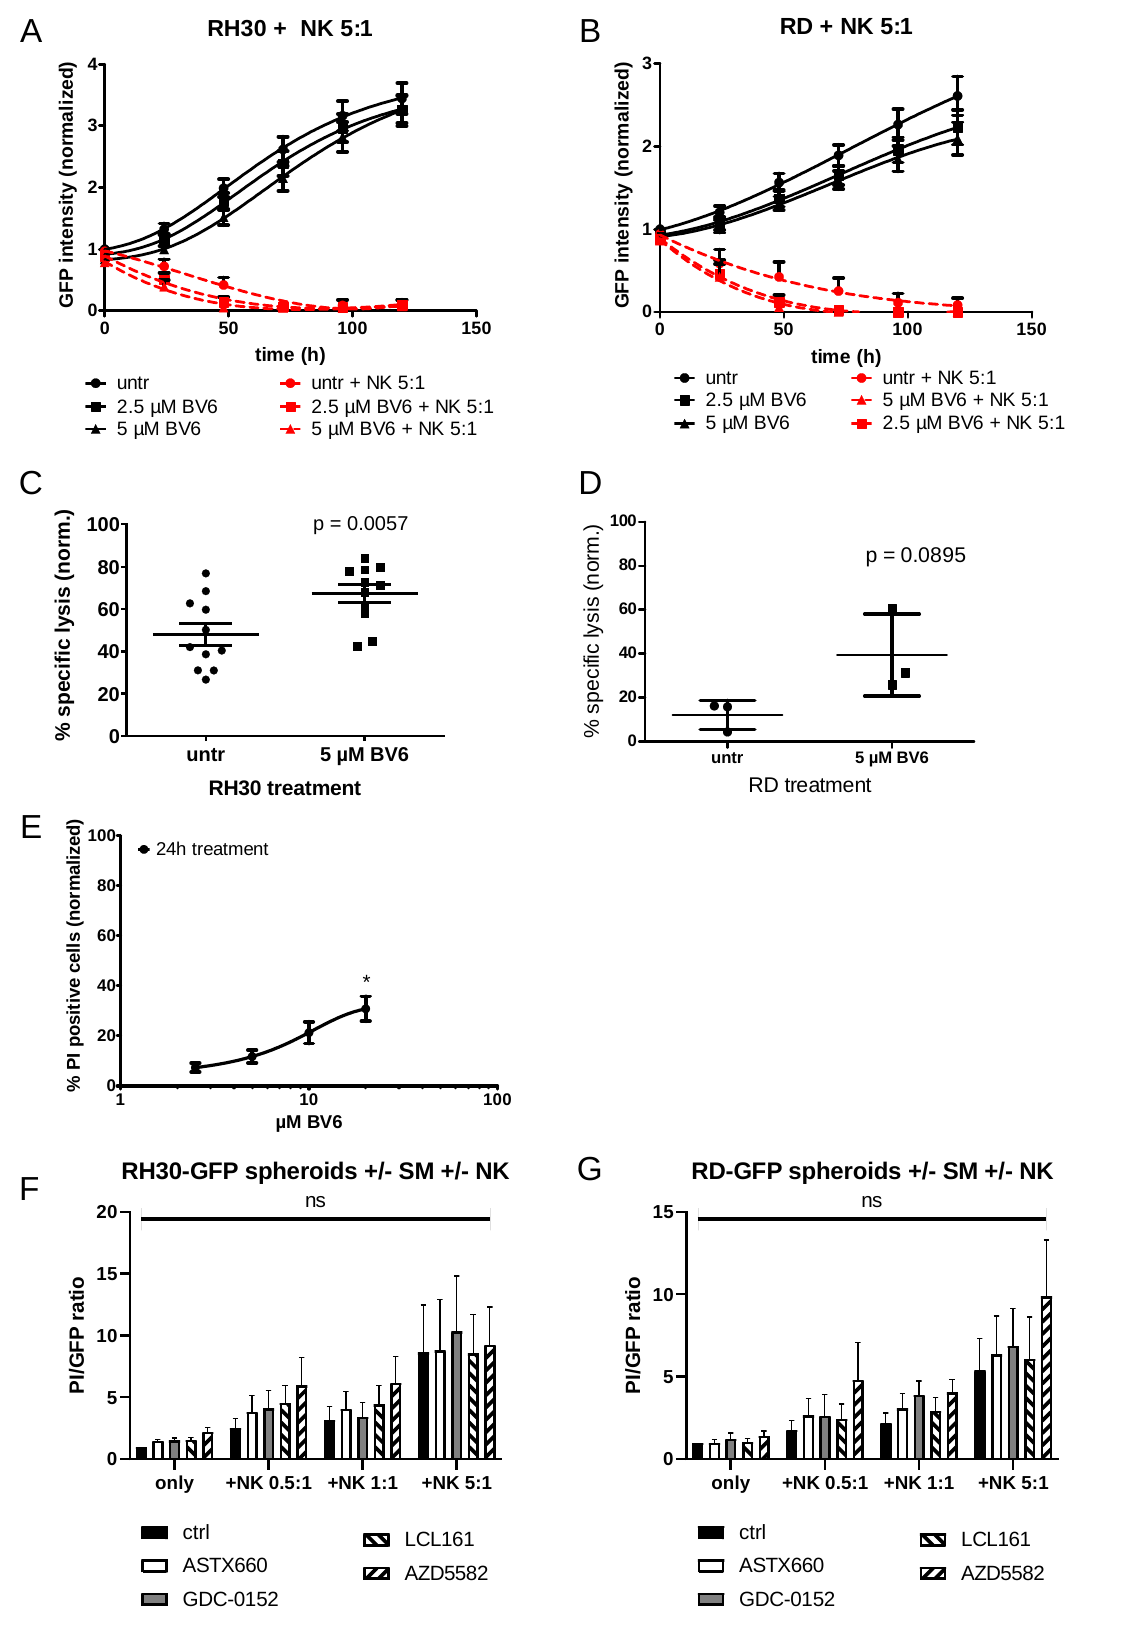

A
B
C
D
E
G
F

## Slide 2
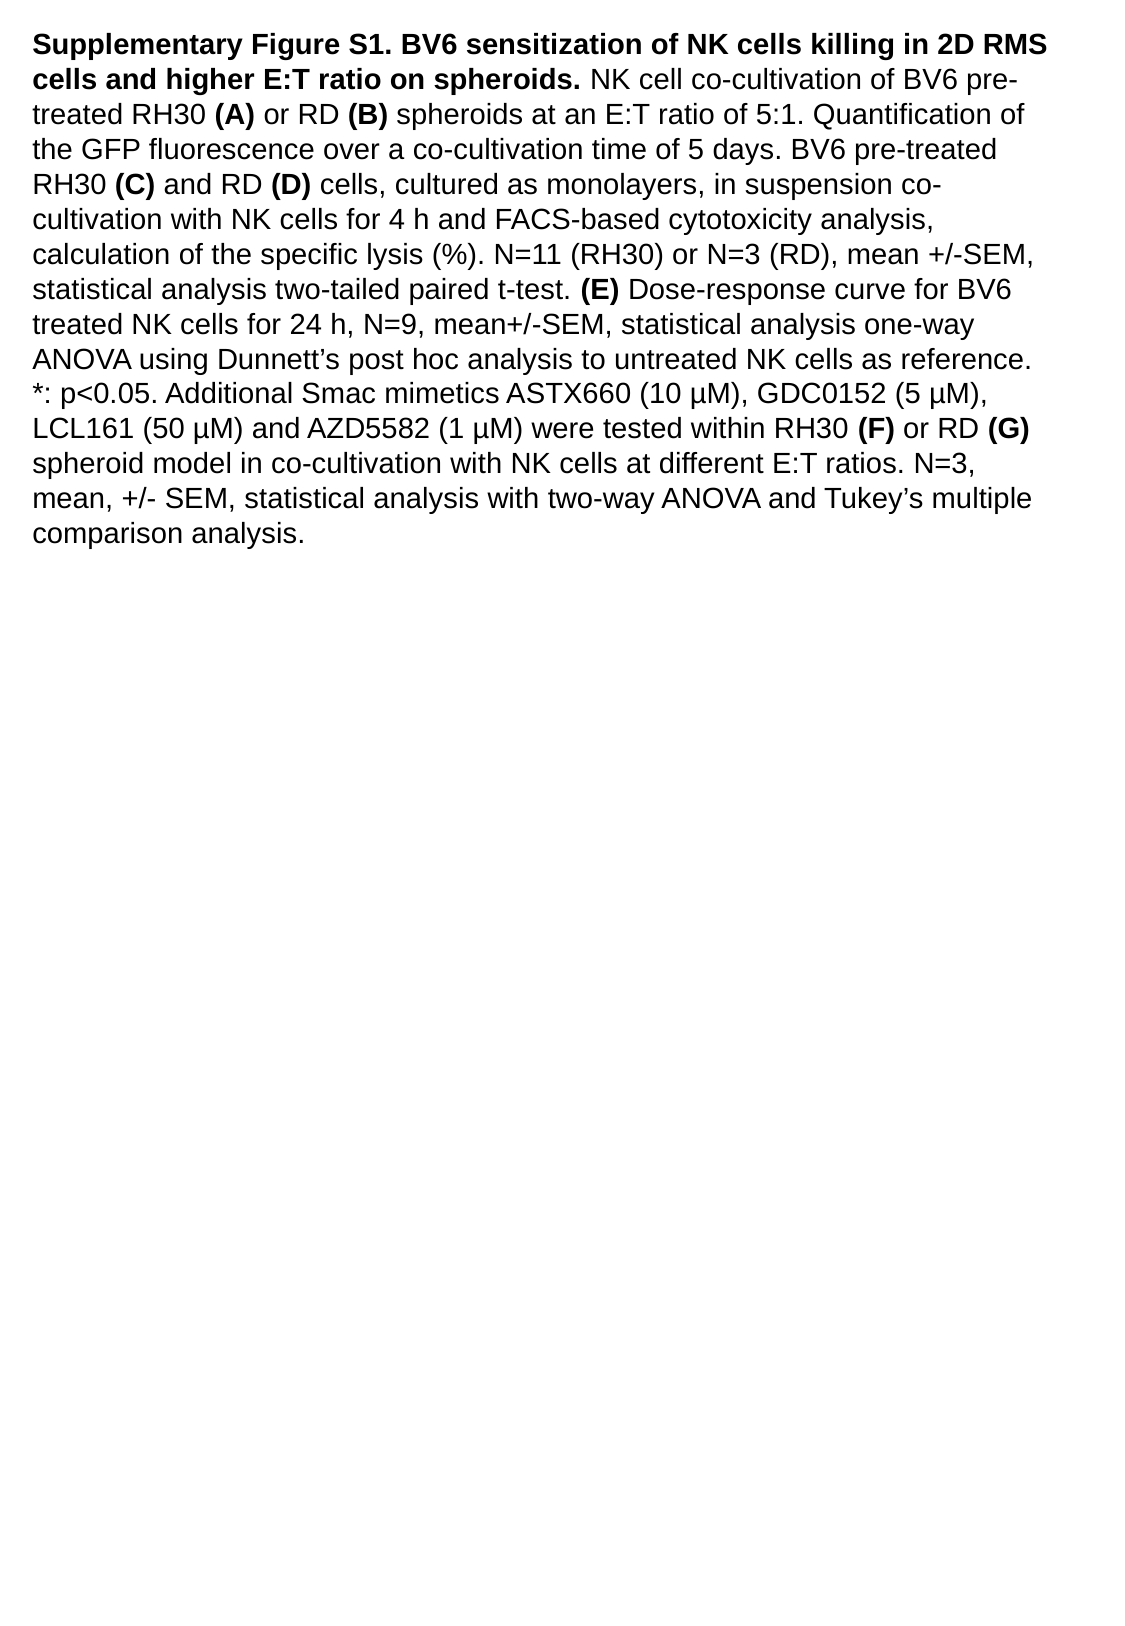

Supplementary Figure S1. BV6 sensitization of NK cells killing in 2D RMS cells and higher E:T ratio on spheroids. NK cell co-cultivation of BV6 pre-treated RH30 (A) or RD (B) spheroids at an E:T ratio of 5:1. Quantification of the GFP fluorescence over a co-cultivation time of 5 days. BV6 pre-treated RH30 (C) and RD (D) cells, cultured as monolayers, in suspension co-cultivation with NK cells for 4 h and FACS-based cytotoxicity analysis, calculation of the specific lysis (%). N=11 (RH30) or N=3 (RD), mean +/-SEM, statistical analysis two-tailed paired t-test. (E) Dose-response curve for BV6 treated NK cells for 24 h, N=9, mean+/-SEM, statistical analysis one-way ANOVA using Dunnett’s post hoc analysis to untreated NK cells as reference. *: p<0.05. Additional Smac mimetics ASTX660 (10 µM), GDC0152 (5 µM), LCL161 (50 µM) and AZD5582 (1 µM) were tested within RH30 (F) or RD (G) spheroid model in co-cultivation with NK cells at different E:T ratios. N=3, mean, +/- SEM, statistical analysis with two-way ANOVA and Tukey’s multiple comparison analysis.

## Slide 3
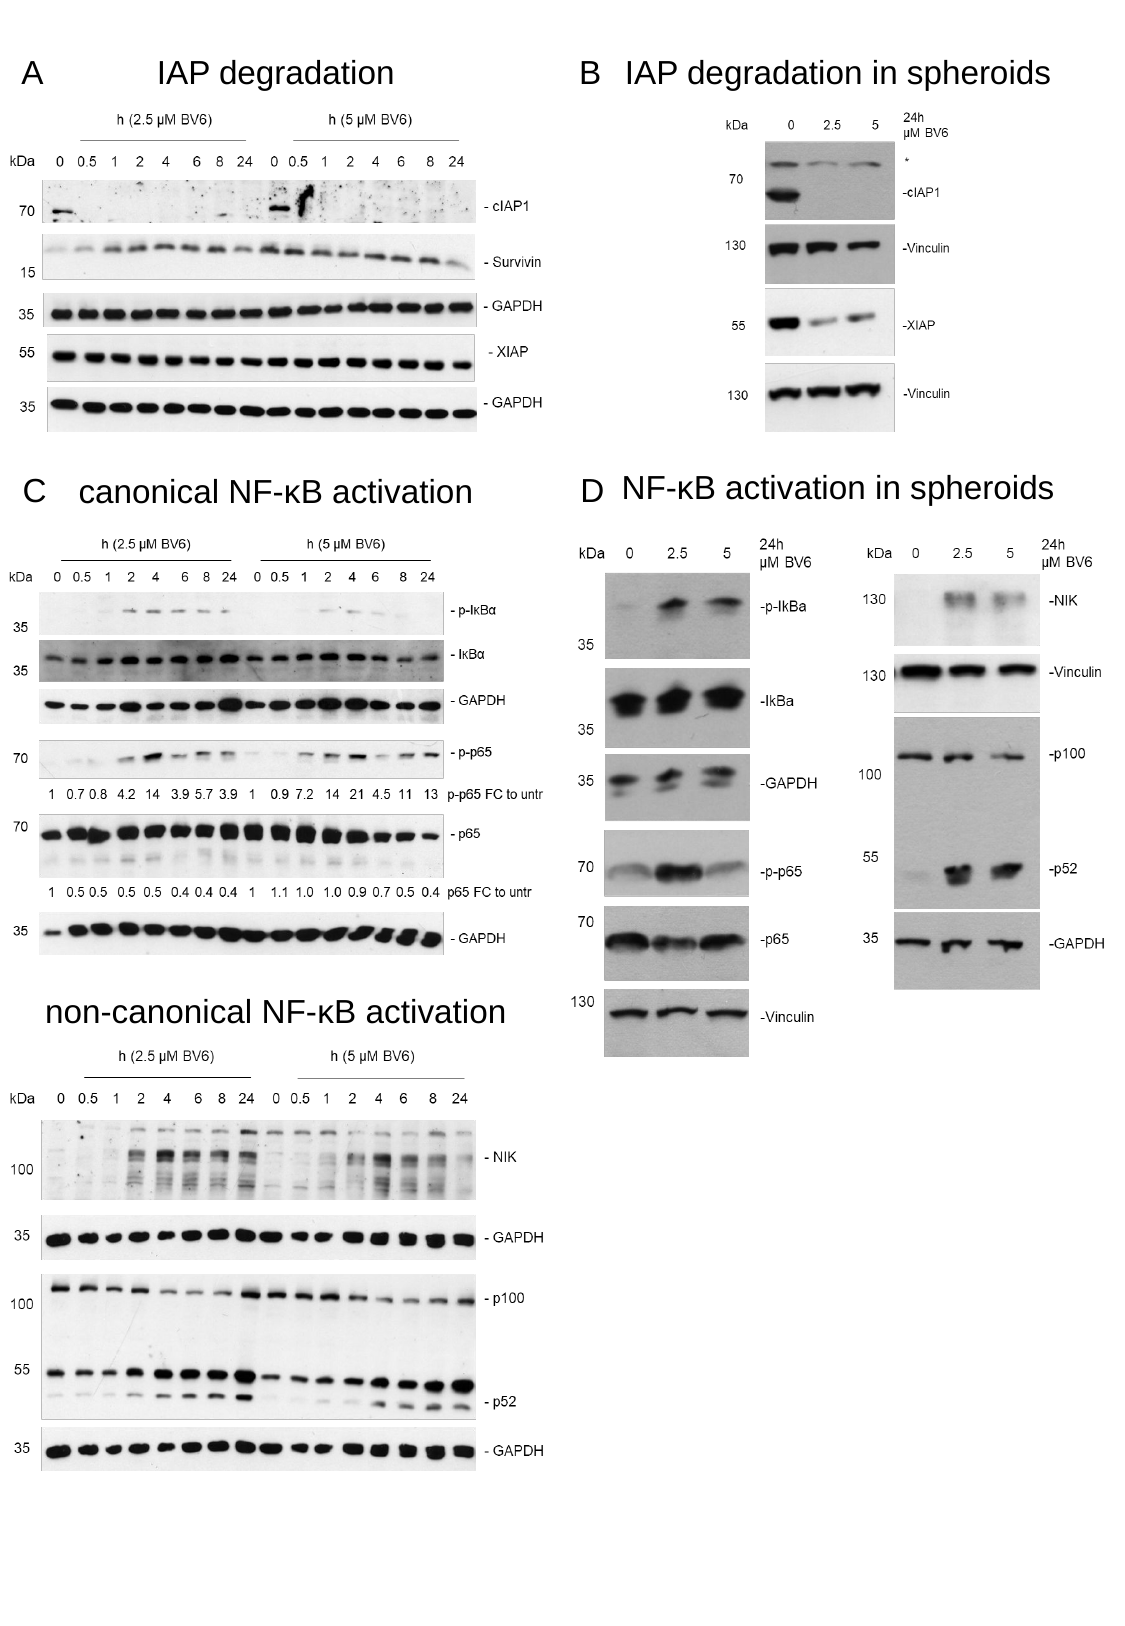

A
IAP degradation
B
IAP degradation in spheroids
NF-κB activation in spheroids
C
D
canonical NF-κB activation
non-canonical NF-κB activation

## Slide 4
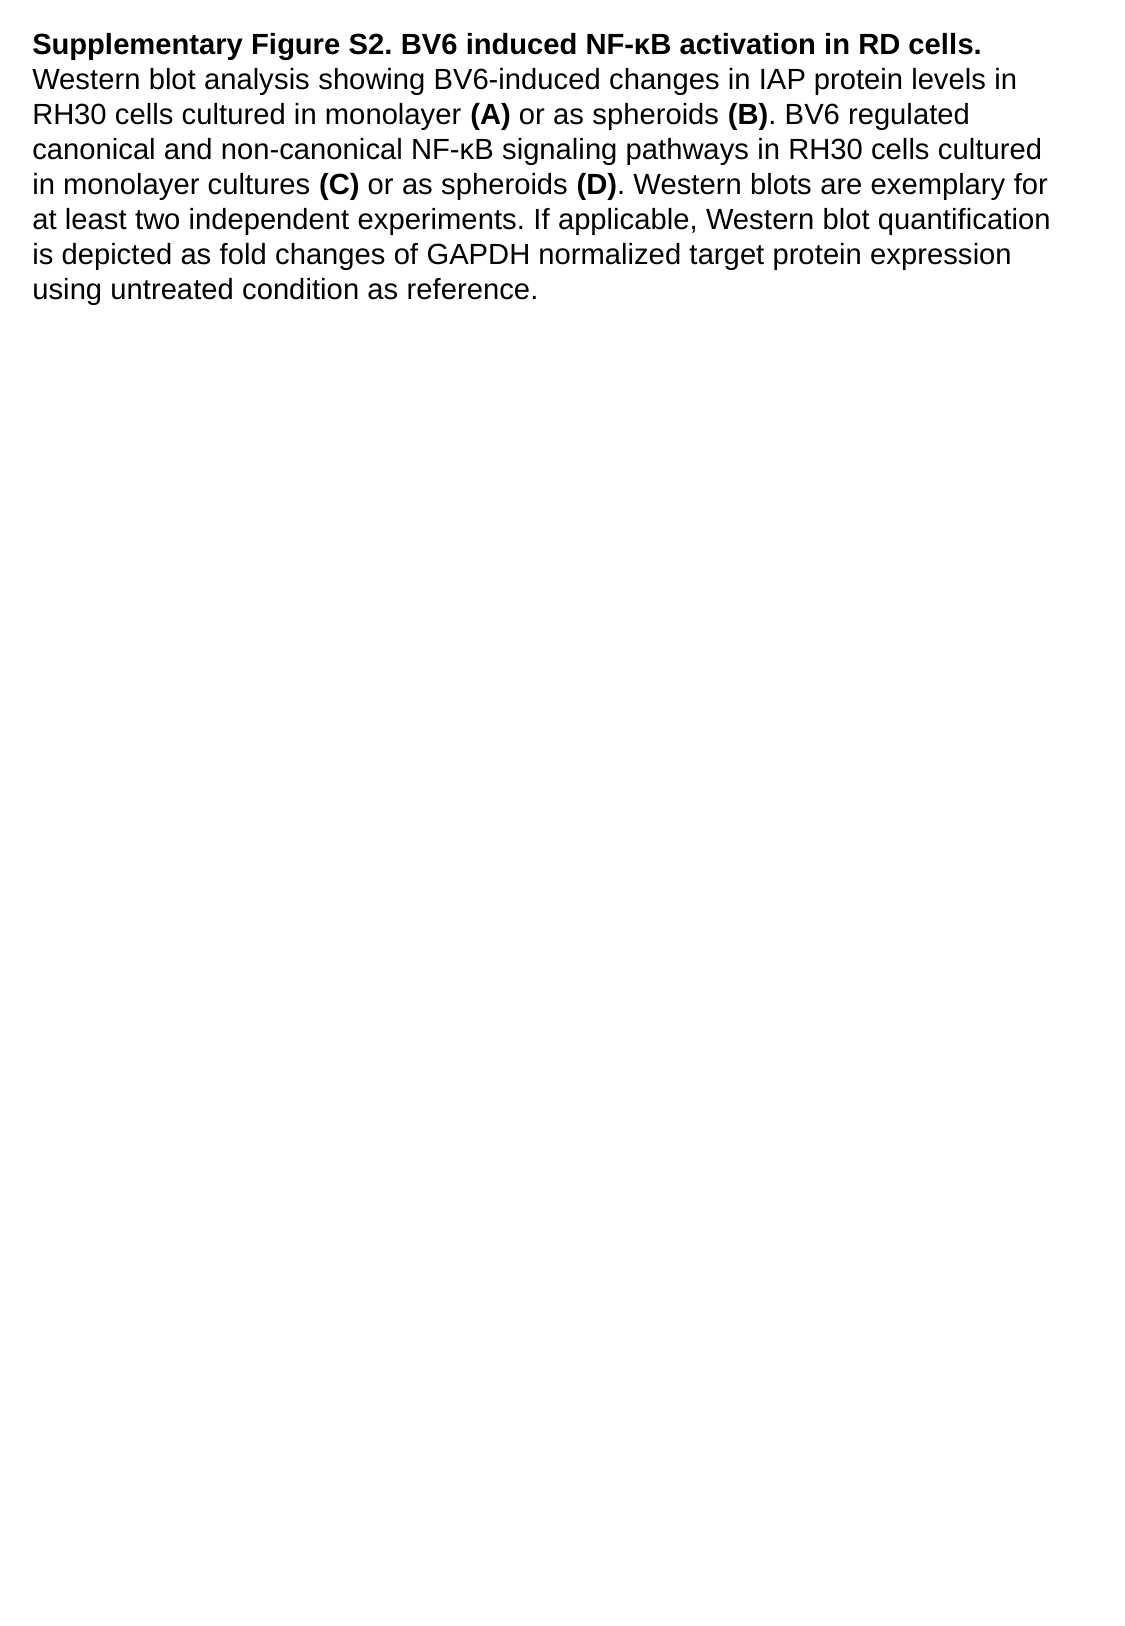

Supplementary Figure S2. BV6 induced NF-κB activation in RD cells. Western blot analysis showing BV6-induced changes in IAP protein levels in RH30 cells cultured in monolayer (A) or as spheroids (B). BV6 regulated canonical and non-canonical NF-κB signaling pathways in RH30 cells cultured in monolayer cultures (C) or as spheroids (D). Western blots are exemplary for at least two independent experiments. If applicable, Western blot quantification is depicted as fold changes of GAPDH normalized target protein expression using untreated condition as reference.

## Slide 5
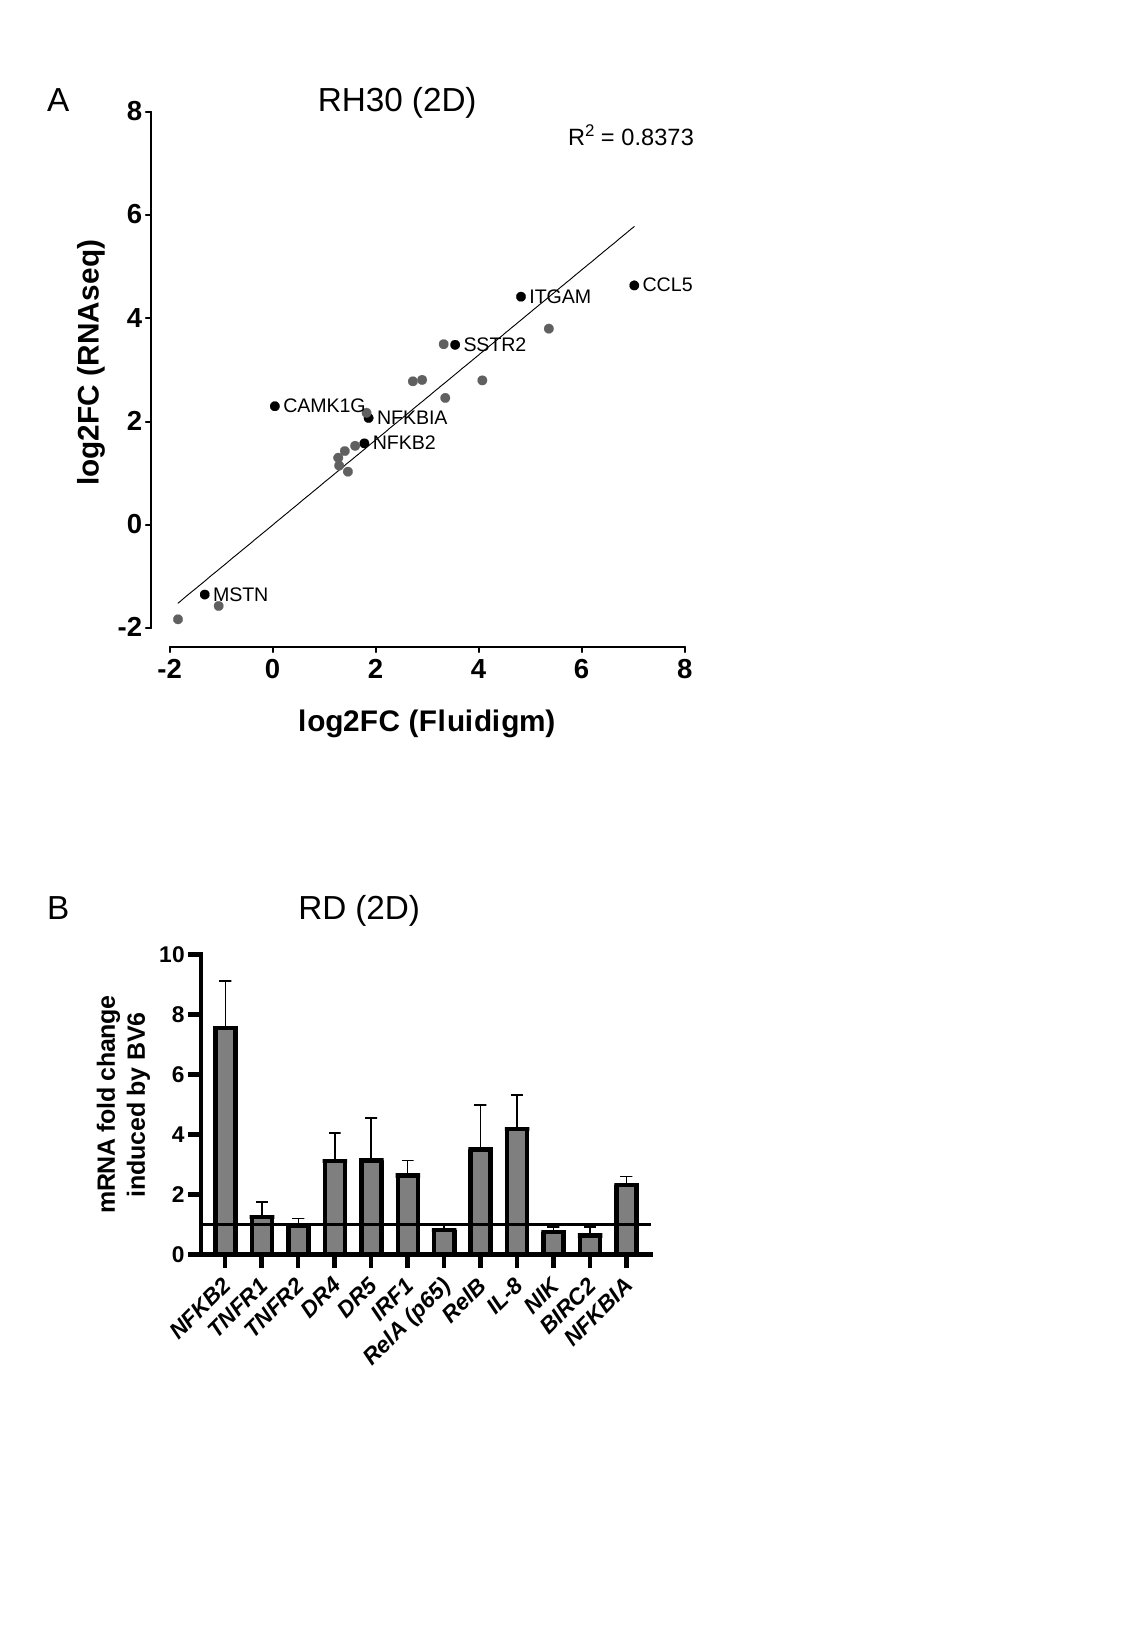

A
RH30 (2D)
B
RD (2D)

## Slide 6
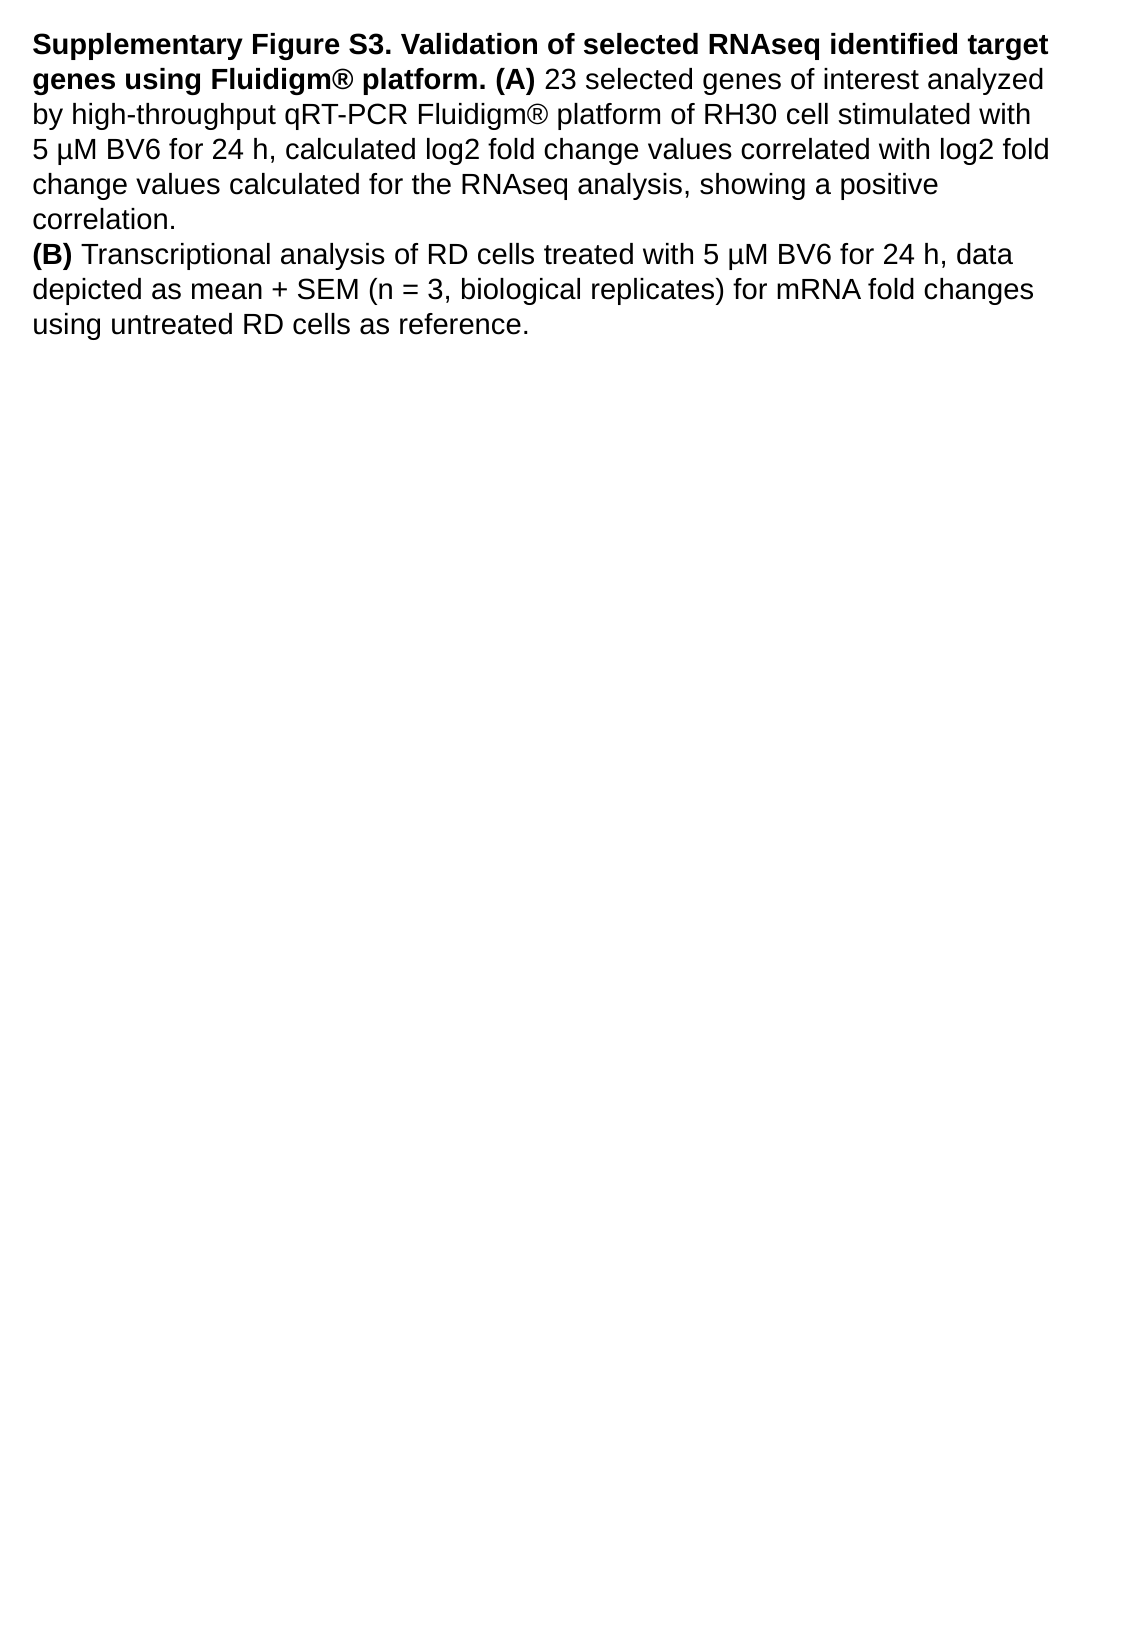

Supplementary Figure S3. Validation of selected RNAseq identified target genes using Fluidigm® platform. (A) 23 selected genes of interest analyzed by high-throughput qRT-PCR Fluidigm® platform of RH30 cell stimulated with 5 µM BV6 for 24 h, calculated log2 fold change values correlated with log2 fold change values calculated for the RNAseq analysis, showing a positive correlation.(B) Transcriptional analysis of RD cells treated with 5 µM BV6 for 24 h, data depicted as mean + SEM (n = 3, biological replicates) for mRNA fold changes using untreated RD cells as reference.

## Slide 7
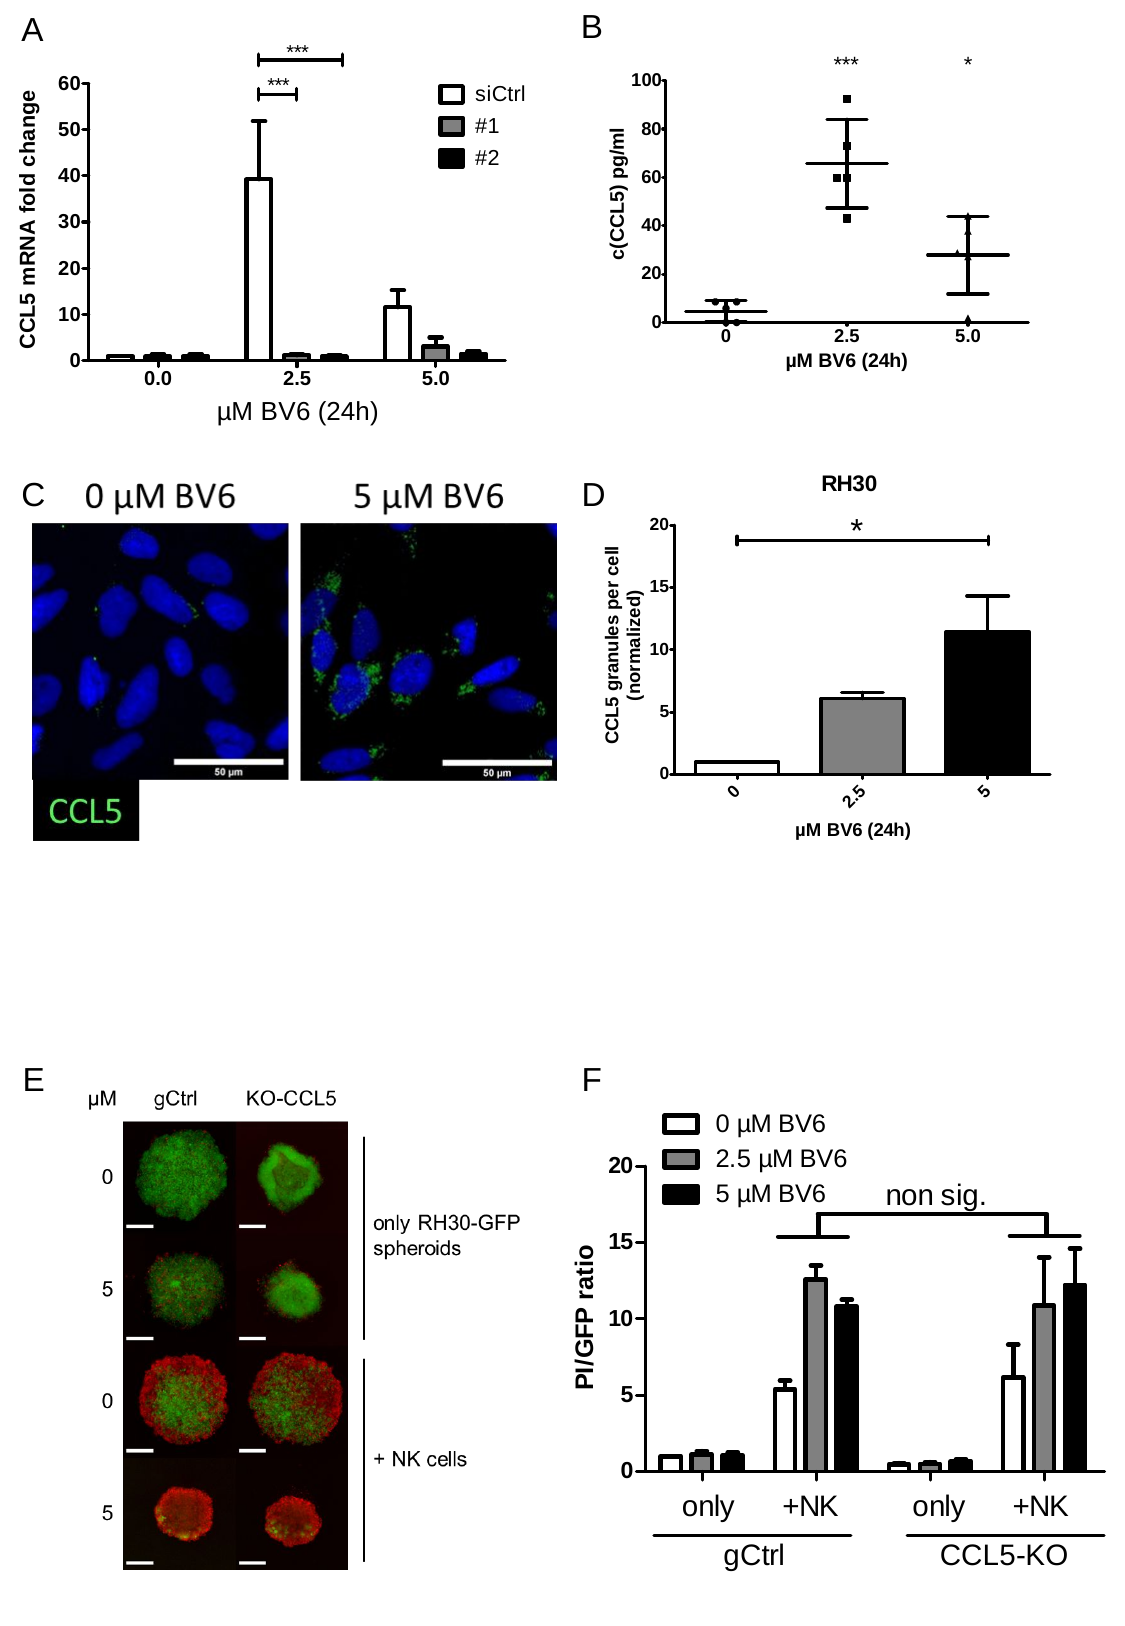

B
A
C
D
E
F

## Slide 8
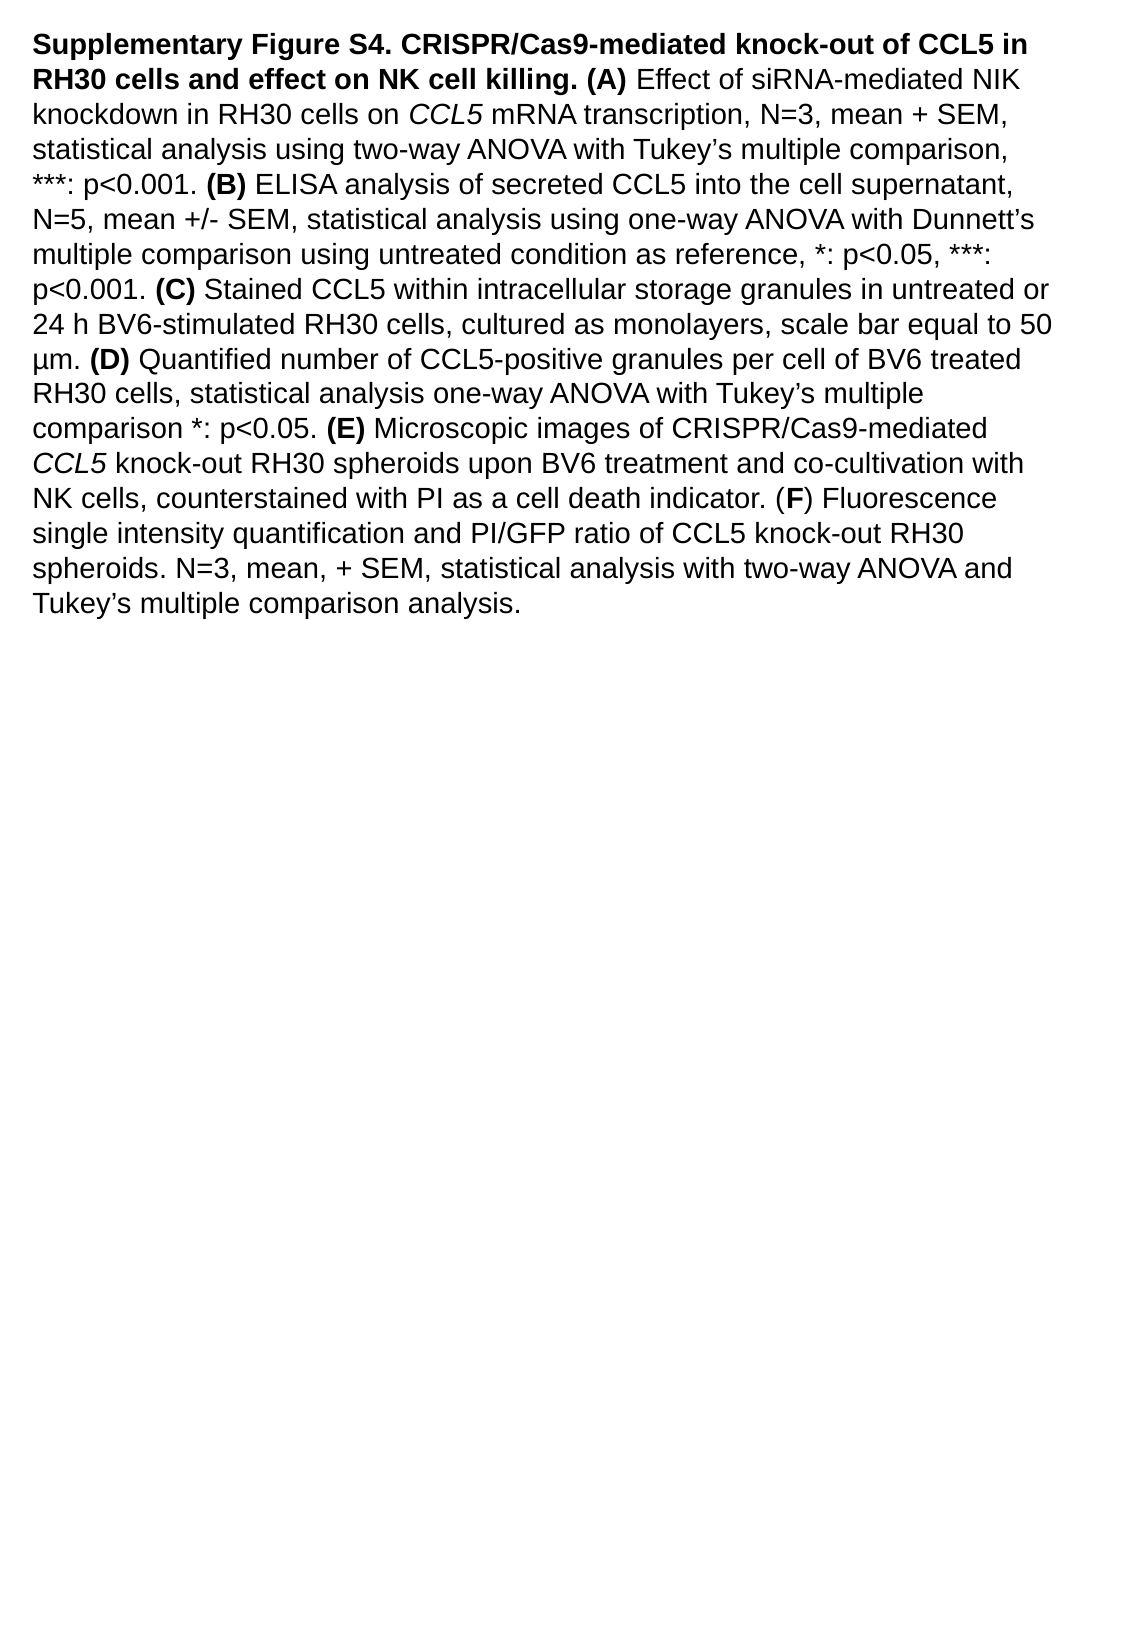

Supplementary Figure S4. CRISPR/Cas9-mediated knock-out of CCL5 in RH30 cells and effect on NK cell killing. (A) Effect of siRNA-mediated NIK knockdown in RH30 cells on CCL5 mRNA transcription, N=3, mean + SEM, statistical analysis using two-way ANOVA with Tukey’s multiple comparison, ***: p<0.001. (B) ELISA analysis of secreted CCL5 into the cell supernatant, N=5, mean +/- SEM, statistical analysis using one-way ANOVA with Dunnett’s multiple comparison using untreated condition as reference, *: p<0.05, ***: p<0.001. (C) Stained CCL5 within intracellular storage granules in untreated or 24 h BV6-stimulated RH30 cells, cultured as monolayers, scale bar equal to 50 µm. (D) Quantified number of CCL5-positive granules per cell of BV6 treated RH30 cells, statistical analysis one-way ANOVA with Tukey’s multiple comparison *: p<0.05. (E) Microscopic images of CRISPR/Cas9-mediated CCL5 knock-out RH30 spheroids upon BV6 treatment and co-cultivation with NK cells, counterstained with PI as a cell death indicator. (F) Fluorescence single intensity quantification and PI/GFP ratio of CCL5 knock-out RH30 spheroids. N=3, mean, + SEM, statistical analysis with two-way ANOVA and Tukey’s multiple comparison analysis.

## Slide 9
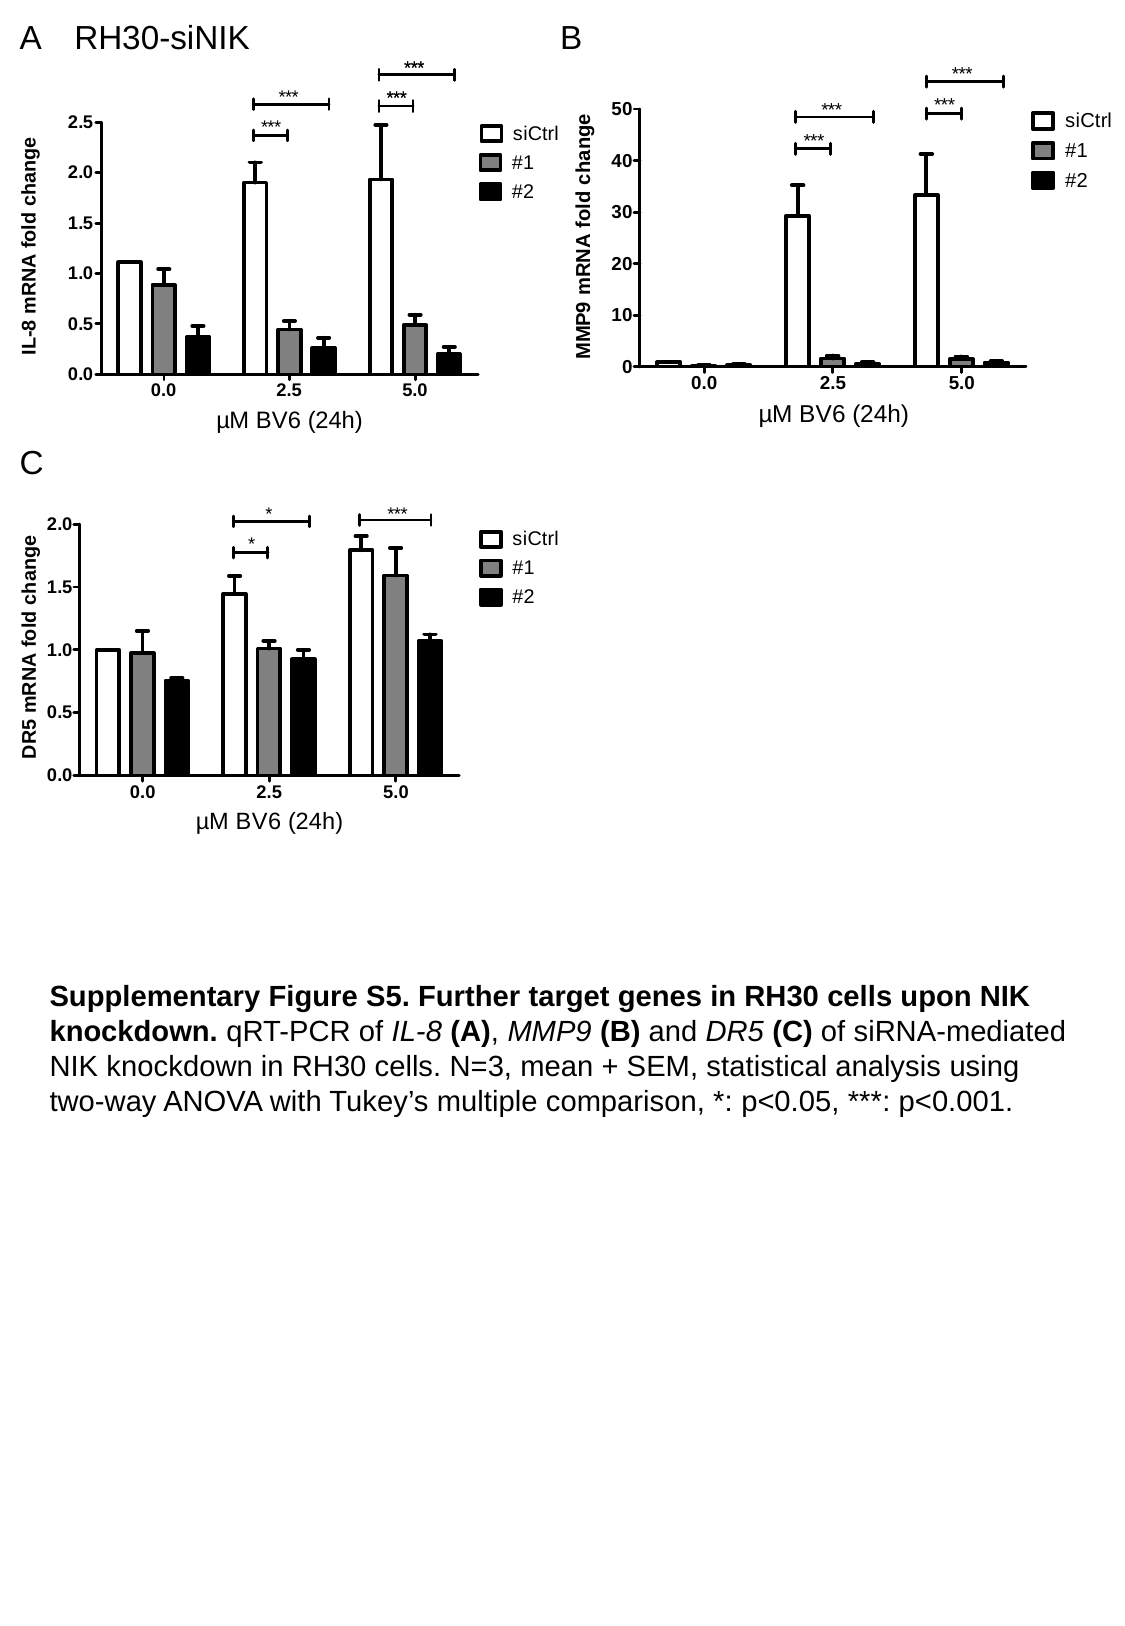

A
RH30-siNIK
B
C
Supplementary Figure S5. Further target genes in RH30 cells upon NIK knockdown. qRT-PCR of IL-8 (A), MMP9 (B) and DR5 (C) of siRNA-mediated NIK knockdown in RH30 cells. N=3, mean + SEM, statistical analysis using two-way ANOVA with Tukey’s multiple comparison, *: p<0.05, ***: p<0.001.

## Slide 10
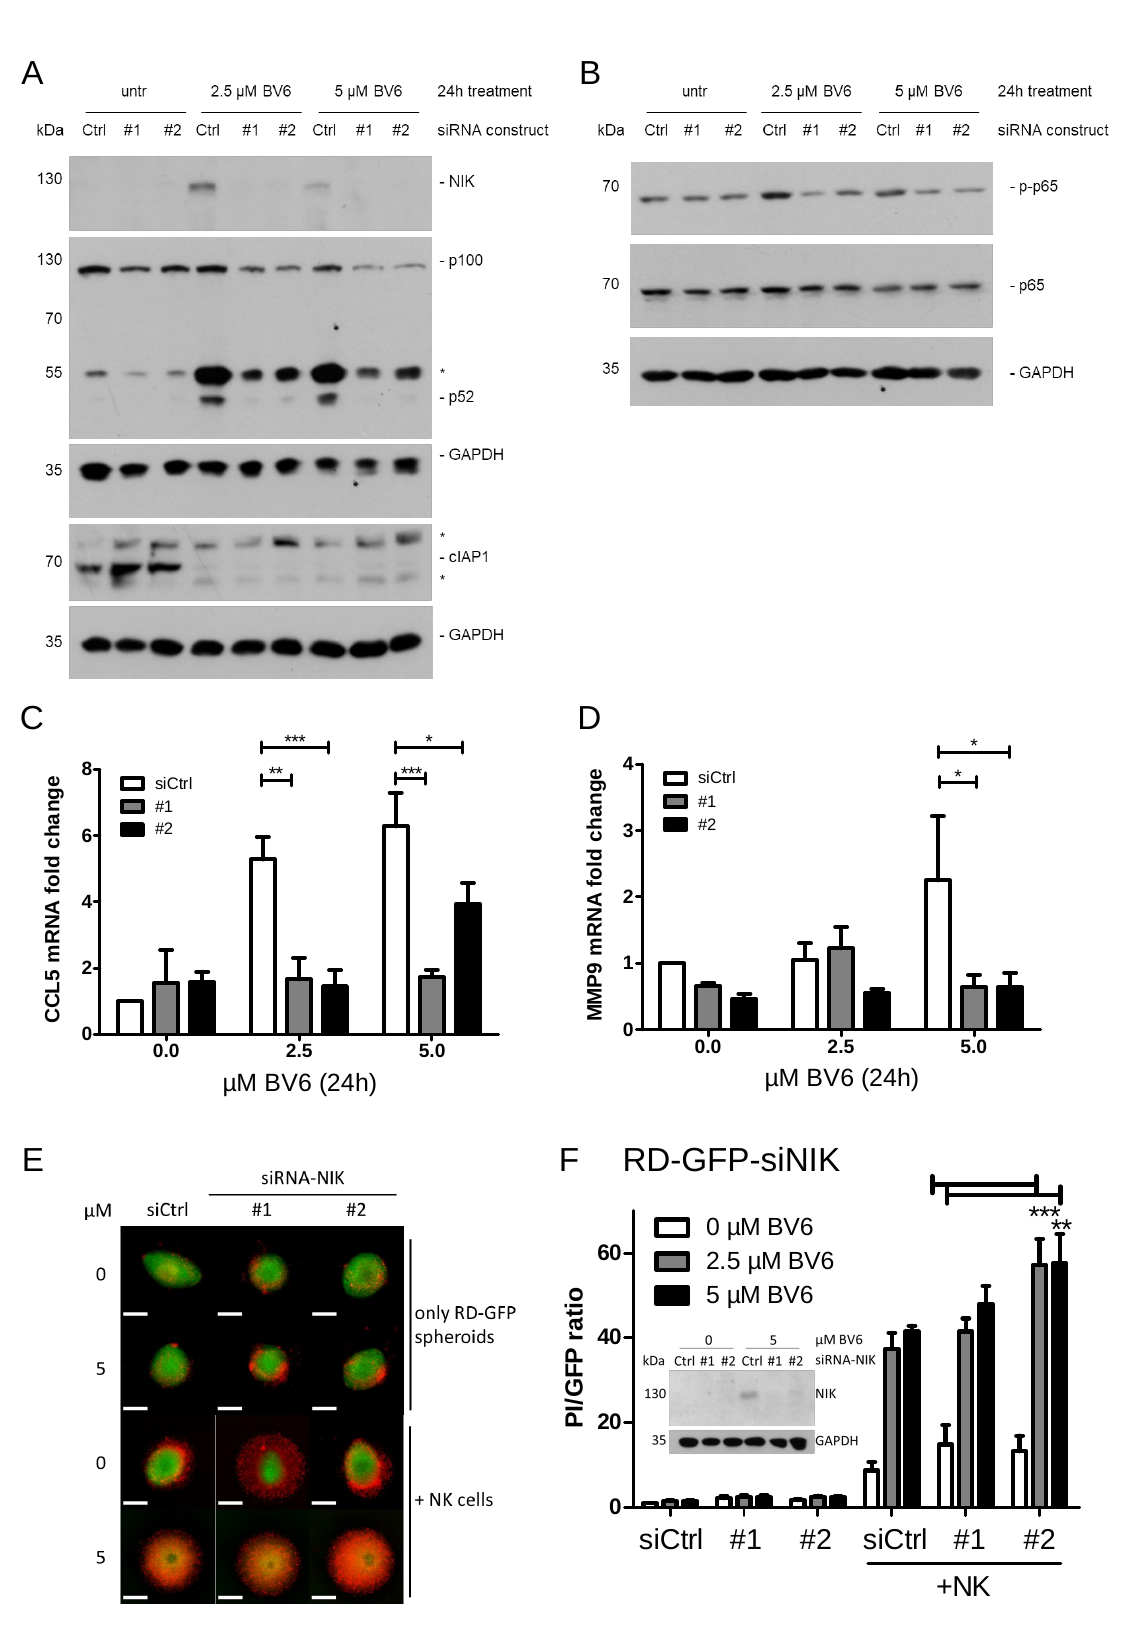

A
B
C
D
E
F
RD-GFP-siNIK

## Slide 11
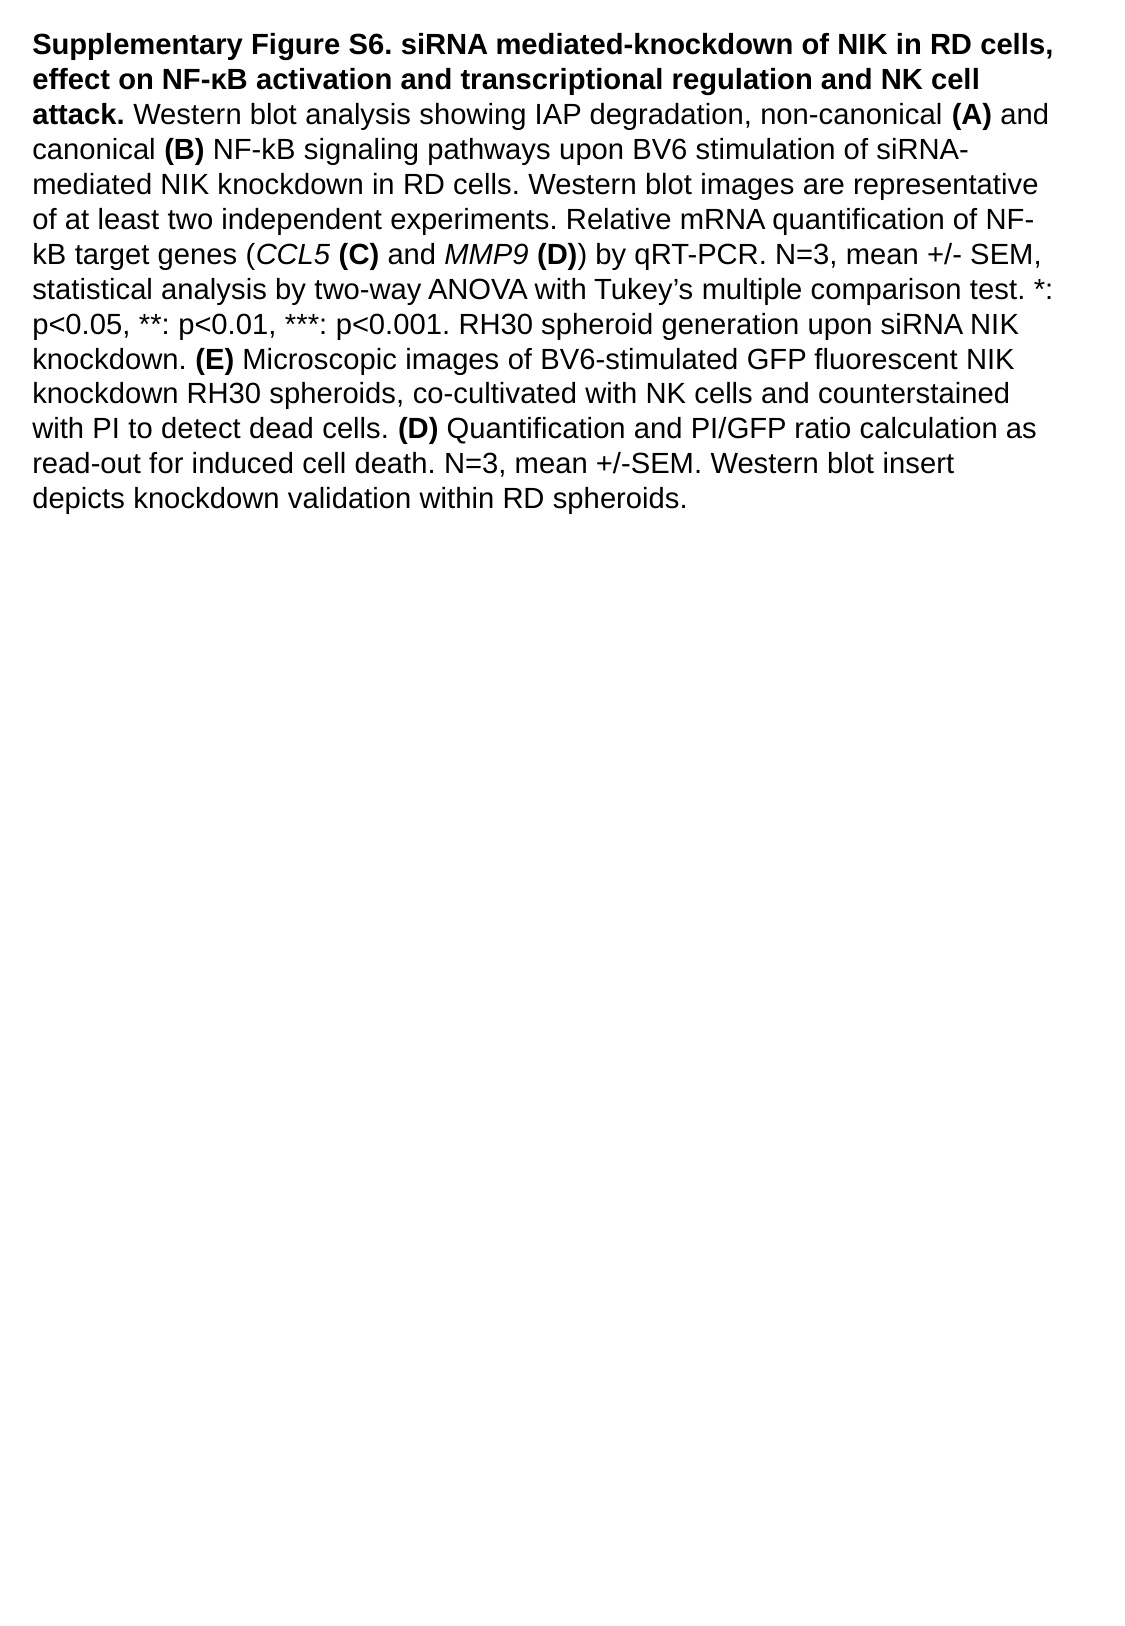

Supplementary Figure S6. siRNA mediated-knockdown of NIK in RD cells, effect on NF-κB activation and transcriptional regulation and NK cell attack. Western blot analysis showing IAP degradation, non-canonical (A) and canonical (B) NF-kB signaling pathways upon BV6 stimulation of siRNA-mediated NIK knockdown in RD cells. Western blot images are representative of at least two independent experiments. Relative mRNA quantification of NF-kB target genes (CCL5 (C) and MMP9 (D)) by qRT-PCR. N=3, mean +/- SEM, statistical analysis by two-way ANOVA with Tukey’s multiple comparison test. *: p<0.05, **: p<0.01, ***: p<0.001. RH30 spheroid generation upon siRNA NIK knockdown. (E) Microscopic images of BV6-stimulated GFP fluorescent NIK knockdown RH30 spheroids, co-cultivated with NK cells and counterstained with PI to detect dead cells. (D) Quantification and PI/GFP ratio calculation as read-out for induced cell death. N=3, mean +/-SEM. Western blot insert depicts knockdown validation within RD spheroids.

## Slide 12
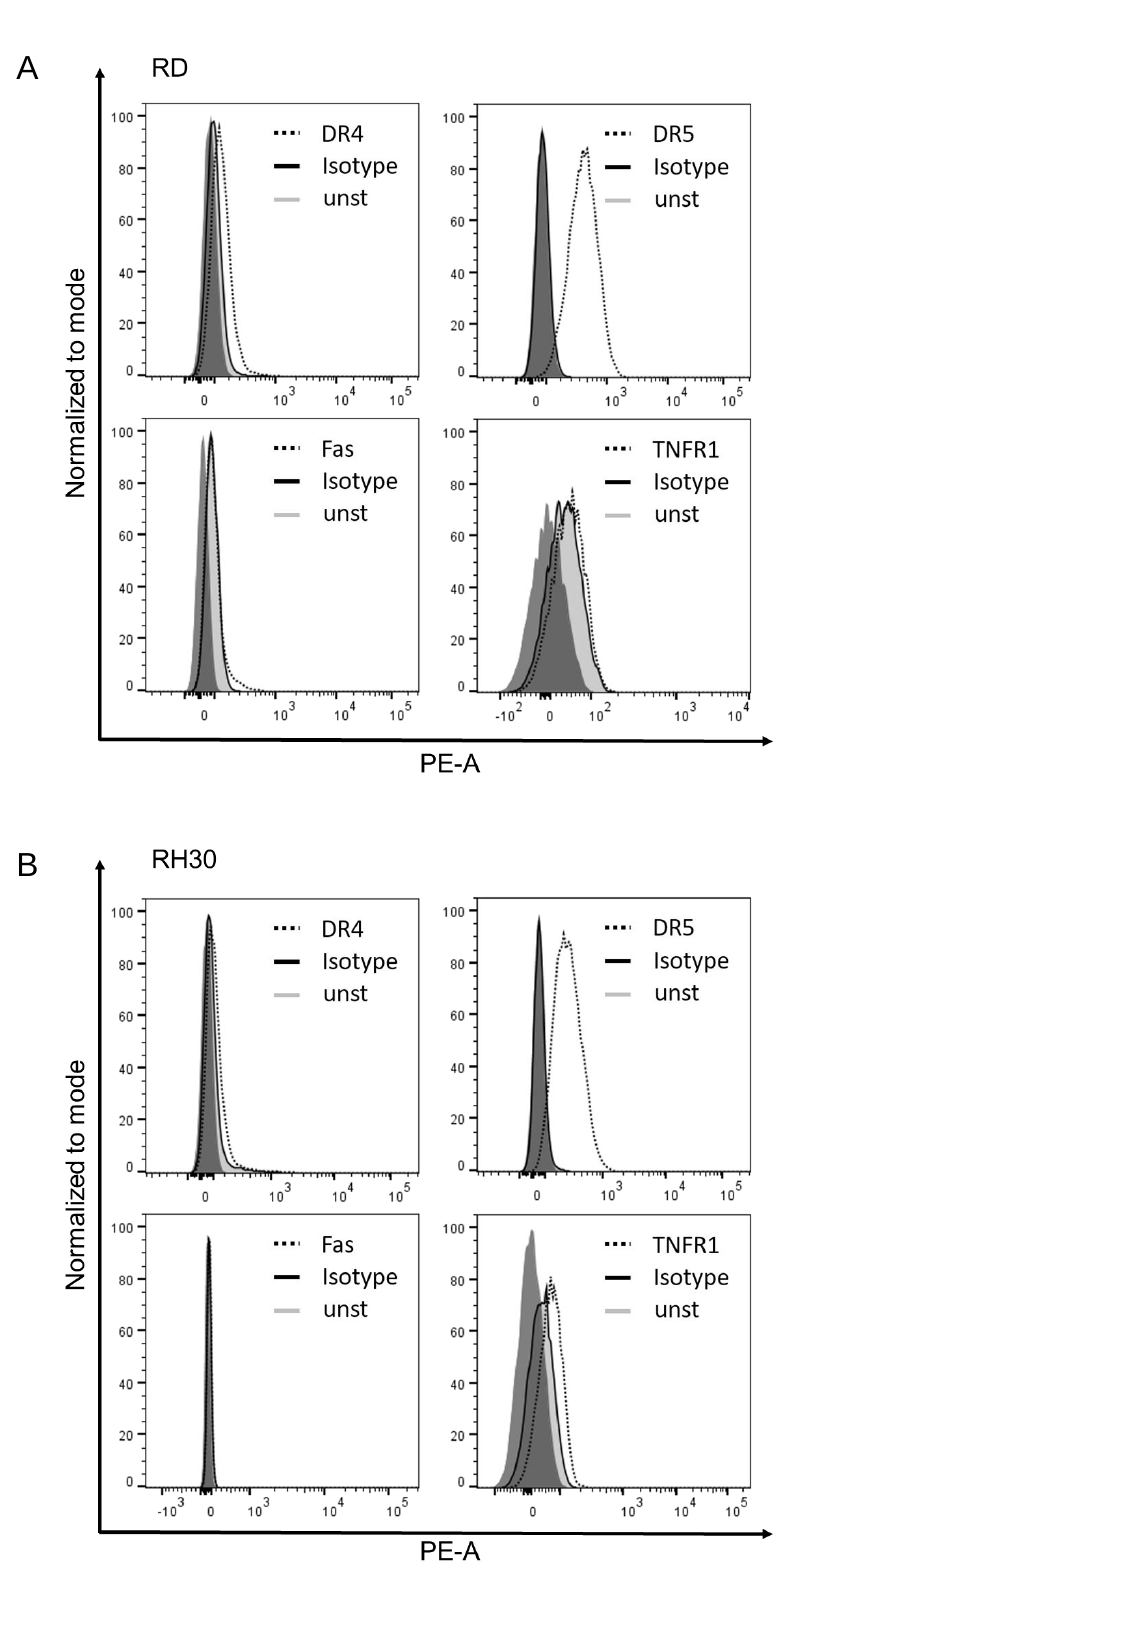

A
B

## Slide 13
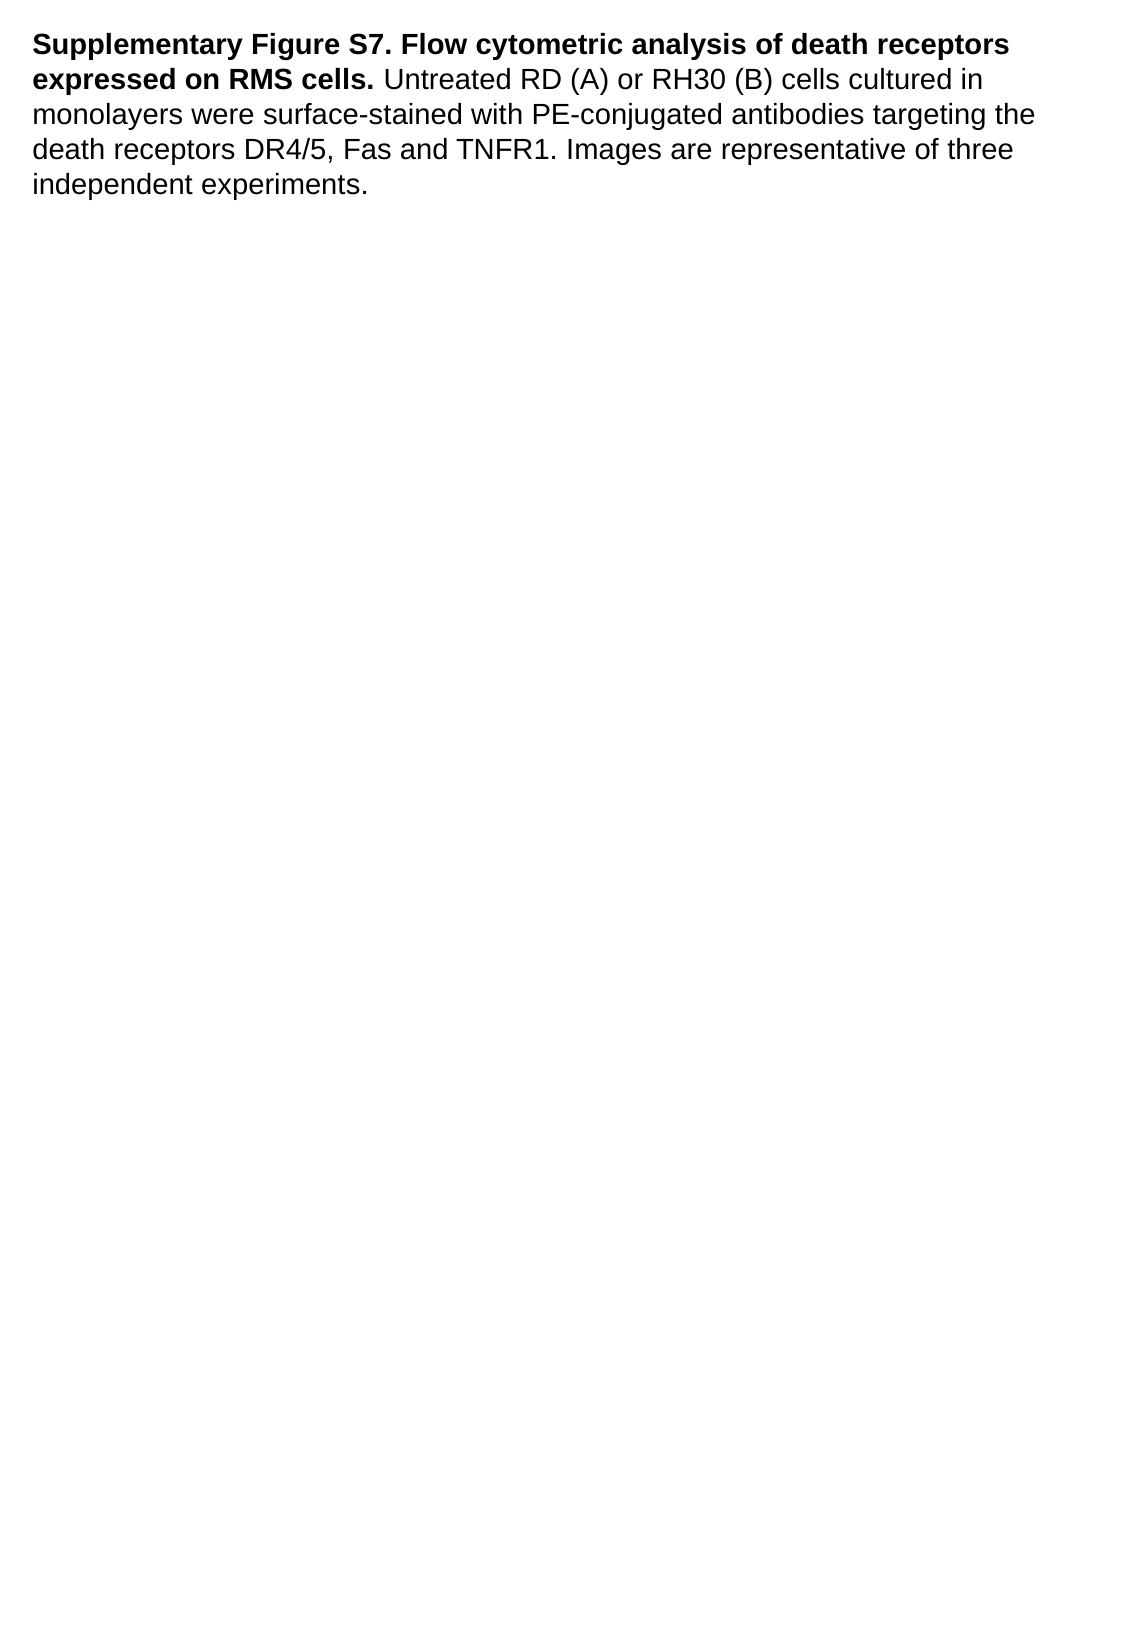

Supplementary Figure S7. Flow cytometric analysis of death receptors expressed on RMS cells. Untreated RD (A) or RH30 (B) cells cultured in monolayers were surface-stained with PE-conjugated antibodies targeting the death receptors DR4/5, Fas and TNFR1. Images are representative of three independent experiments.

## Slide 14
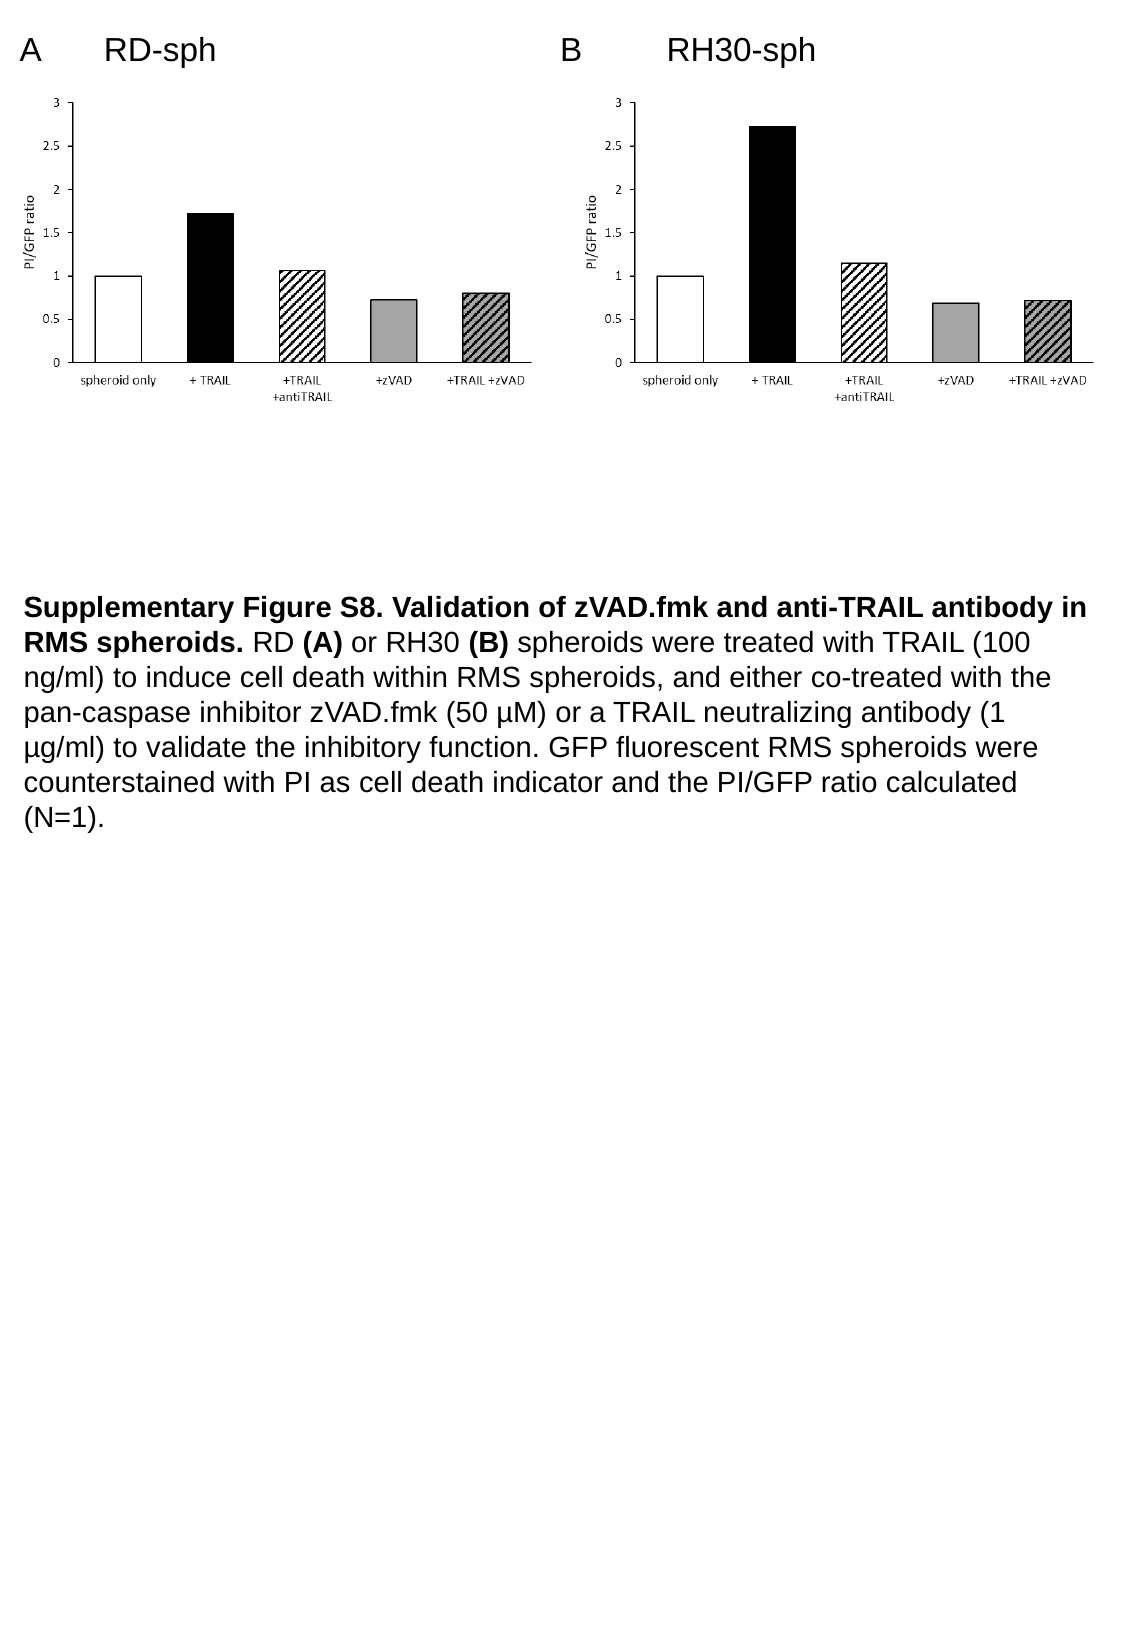

A
RD-sph
B
RH30-sph
Supplementary Figure S8. Validation of zVAD.fmk and anti-TRAIL antibody in RMS spheroids. RD (A) or RH30 (B) spheroids were treated with TRAIL (100 ng/ml) to induce cell death within RMS spheroids, and either co-treated with the pan-caspase inhibitor zVAD.fmk (50 µM) or a TRAIL neutralizing antibody (1 µg/ml) to validate the inhibitory function. GFP fluorescent RMS spheroids were counterstained with PI as cell death indicator and the PI/GFP ratio calculated (N=1).

## Slide 15
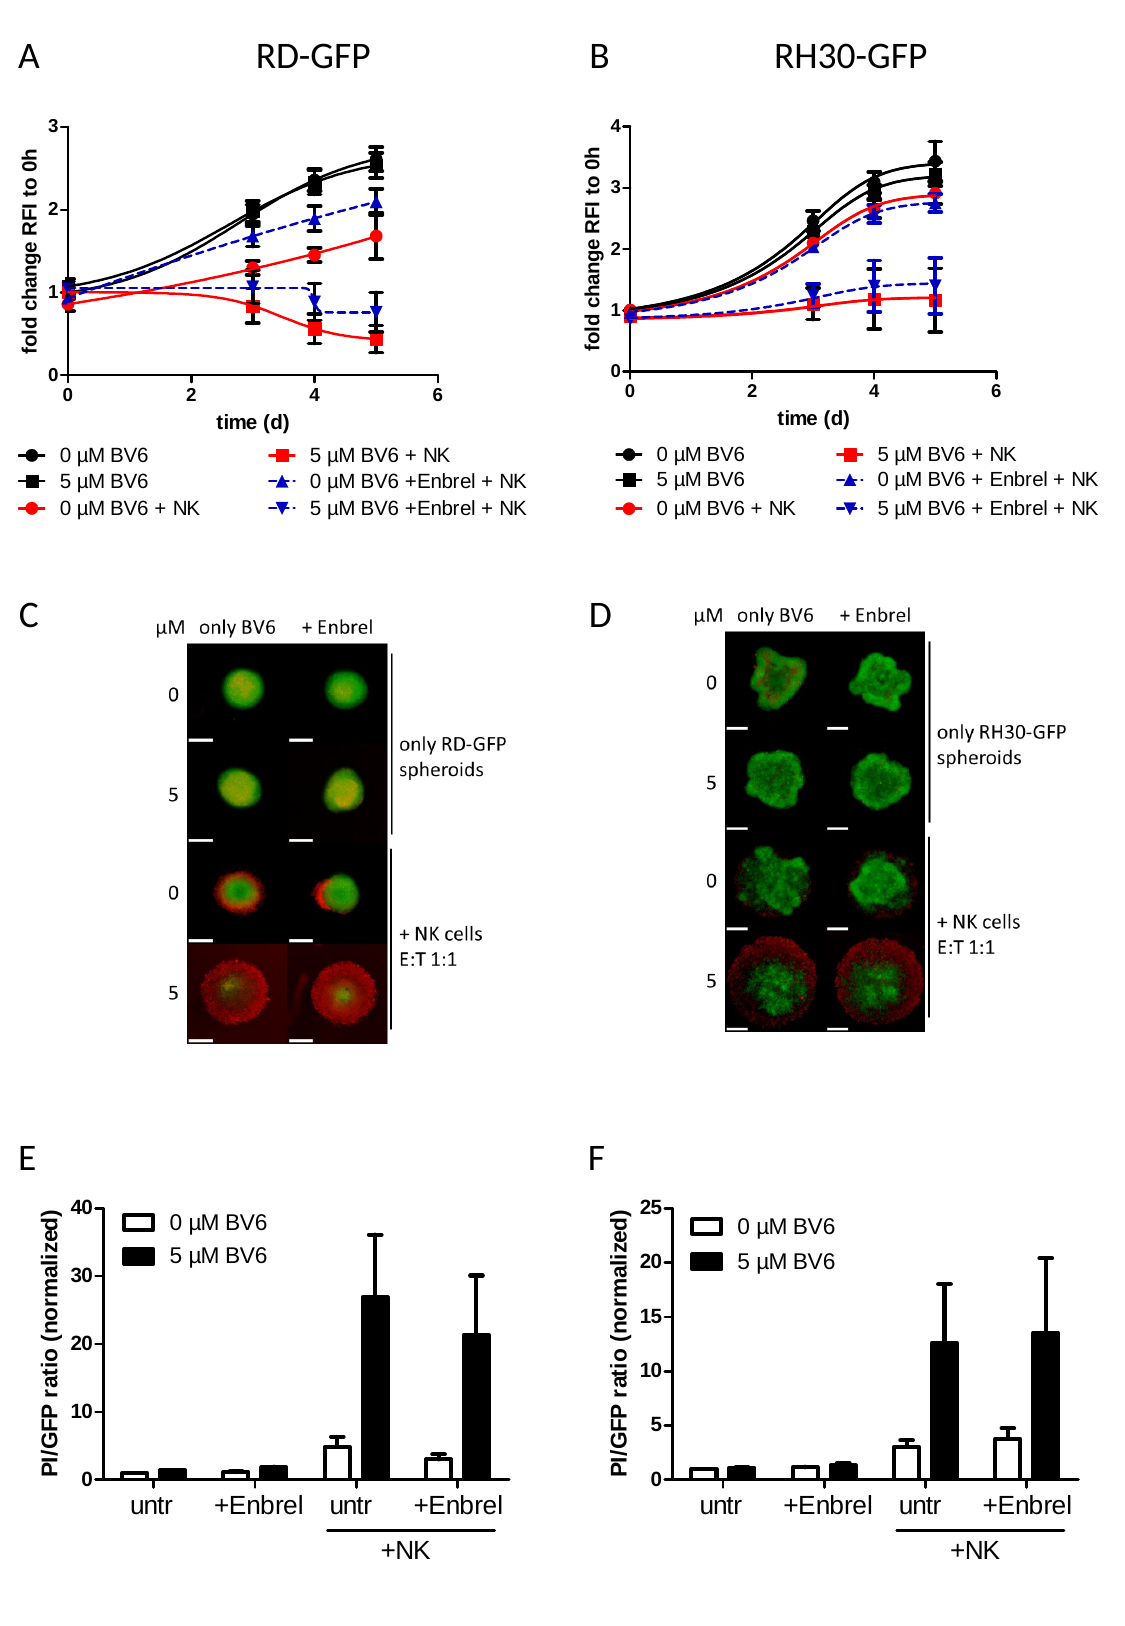

A
RD-GFP
B
RH30-GFP
C
D
E
F

## Slide 16
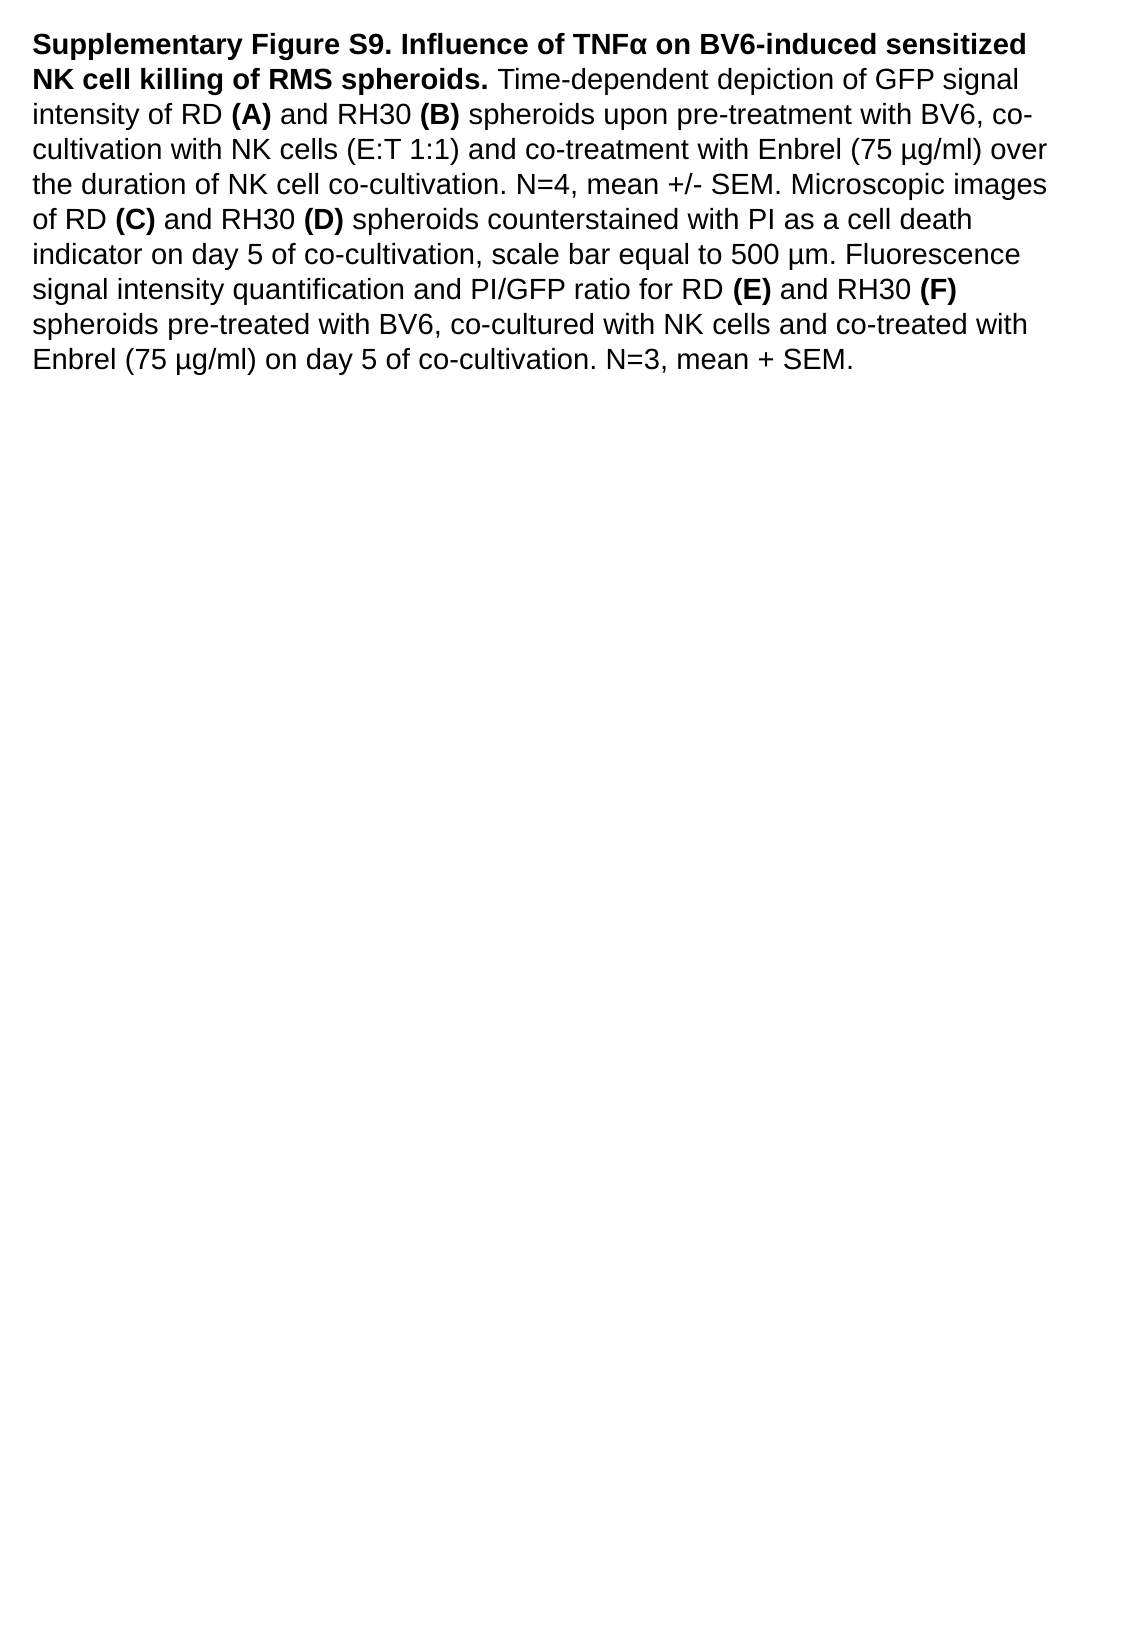

Supplementary Figure S9. Influence of TNFα on BV6-induced sensitized NK cell killing of RMS spheroids. Time-dependent depiction of GFP signal intensity of RD (A) and RH30 (B) spheroids upon pre-treatment with BV6, co-cultivation with NK cells (E:T 1:1) and co-treatment with Enbrel (75 µg/ml) over the duration of NK cell co-cultivation. N=4, mean +/- SEM. Microscopic images of RD (C) and RH30 (D) spheroids counterstained with PI as a cell death indicator on day 5 of co-cultivation, scale bar equal to 500 µm. Fluorescence signal intensity quantification and PI/GFP ratio for RD (E) and RH30 (F) spheroids pre-treated with BV6, co-cultured with NK cells and co-treated with Enbrel (75 µg/ml) on day 5 of co-cultivation. N=3, mean + SEM.

How the deposited data were processed for this re-analysis (not part of the article)

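RNA of RH30 cells was sequenced by the authors, and 7 of the study's 18 libraries were used here, 4 of untreated cells and 3 of cells treated with 5 µM BV6 for 24 h. The other 11 libraries are not analysed here. The condition of each sample was taken from the sample labels and the paper. The replicate number was given here by a code in the sample titles, taken to mark the experiment. The pairing of BV6 replicates 2, 3 and 4 with untreated replicates 2, 3 and 4 is inferred from this code, and untreated replicate 1 has no BV6 partner.

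The authors deposited raw counts per gene for 57189 genes. They made these counts from stranded, poly(A)-selected, paired-end libraries mapped to GRCh38 with STAR and counted with a custom union model of the isoforms of each Ensembl gene. The paper's text does not name the counting program, its handling of strand and of reads on more than 1 gene, or whether the 2 mates of a pair were counted once. The paper then normalized counts with the median of ratios of DESeq2 and used its Wald test. The deposited counts do not include that normalization.

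From the deposited counts, log2 fold changes and p-values were computed in R 4.3.3 with edgeR 4.0.16 (filterByExpr with a minimum count of 10, TMM normalization, glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment over the 23124 genes that passed the filter. The design held the condition only. The paper's methods name a test between groups and state no design formula. The fit with the replicate number as a block is given beside it. Standard errors were derived from the log2 fold change and its F statistic. DEGs had an adjusted p below 0.05 and an absolute log2 fold change of at least 1. CPM values refer to the TMM-normalized library size. Gene sets were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. The lists of NF-κB targets, interferon-stimulated genes, myogenic genes, proliferation genes and leukocyte markers were written by hand, and the databases used by the paper (TRRUST, Metascape) were not used here.

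The genes named in the text were chosen by a rule. They include the genes labeled in Figure 3A, listed in Figure 3B or shown in Supplementary Figure S3. Further genes are IAPs, NF-κB pathway members, death receptors, death ligands and caspases that the paper names. With these go REL, TRAF2, TRAF3 and CFLAR, which the paper's text does not name. The rule also takes the 5 DEGs with the smallest p in each direction among those whose groups do not overlap, and immunoglobulin genes among the DEGs. Not every gene that the paper's text names is analysed here. Genes outside the rule are named as chosen after their values were seen.

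The counts summed to between 54070030 and 77220882 per sample. A gene with 3 counts corresponds to 0.0389 to 0.0557 CPM, and lower levels were not taken as detected. Of the 57189 genes, 37197 were matched to GENCODE release 44 for GRCh38, 36327 by their symbol and 870 by an older symbol, for coordinates, overlaps between genes, transcript length and GC content.

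The tests were tested on simulated counts with 200 genes changed by a log2 fold change of 2. Among 22613 simulated genes, edgeR recovered 196 of the 200 (98%) with 10 false calls, and the fit with the replicate block 195 with 8 false calls. Among 23124 simulated genes, DESeq2 recovered 200 with 21 false calls. Of 100 random gene sets without a change, camera gave 1 and limma's fry gave 3 an unadjusted p below 0.05. Genes with low mean counts were not among the changed genes. The simulated counts were drawn independently, without correlation between genes, a shared effect of experiment or a trend with GC content. These rates may therefore not carry over to genes with few counts, or to gene sets whose members vary together.

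Alternatives set before the data were examined were the Wald test of DESeq2 1.42.0 with and without shrunken fold changes, RLE factors in place of TMM, no filter on low counts, a minimum of 10 counts in every sample, the replicate block, glmTreat against a log2 fold change of 1, limma-voom, limma on log2(CPM + 1) and log2(CPM + 0.1), leaving out each of the 7 samples in turn, and for the gene sets fry, an estimated inter-gene correlation and leaving out the genes shown in the figures. Alternatives chosen after the data had been seen were counts halved and rounded up, libraries down-sampled to the smallest total, and fits on the 17940 tested genes with a known GC content, without and with a correction for GC content (a loess curve with span 0.5 for each library), the latter also with the replicate block.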

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

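The corrections for GC content and the fit after down-sampling were chosen after the data had been seen. The other settings were set before.

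In the untreated samples, 3 genes of Figure 3B had 1 sample far from the other 3. AC008957.3 had 2 counts (0.0332 CPM) in untreated replicate 3 and 0 in the others, so that its gap filled the whole range (ratio 1), but all 4 values are under the floor of 3 counts and have no order. PLA2G4C had 3.7 CPM in untreated replicate 4 against 2.06 to 2.22 CPM in the others (ratio 0.903), and GFPT2 had 0.552 CPM in untreated replicate 2 against 0.194 to 0.249 CPM (ratio 0.847). Chance gives about 4.55 such cases among the 91 groups of values tested, so 3 are no more than chance gives. The deviating samples are different ones. Without the deviating sample, the log2 fold change with BV6 was 3.10 for PLA2G4C and 3.18 for GFPT2, although GFPT2 lost its call in 5 of the 7 fits that each left out a sample. The BV6 sample of the same experiment was also the highest of its group. It had 2.849 CPM against 1.386 and 2.136 CPM for GFPT2 (replicate 2). For PLA2G4C (replicate 4) the gap was small, at 19.22 against 17.84 and 18.56 CPM. The deviation may thus be shared within an experiment, and no explanation was tested.

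Myogenic genes, which the paper does not analyse as a group, were lower with BV6. Of 50 genes listed, 45 were tested, with a median log2 fold change of -0.35 (adjusted p = 1.35e-05 over the 5 gene sets, limma's camera), 36 lower and 9 higher, and a median of -0.36 with the replicate block (p = 8.19e-08, limma's camera, for which 7 samples allow no exact test). The groups overlapped in the mean log2 CPM of the set (untreated 3.665 to 4.279, BV6 3.378 to 4.098). MSTN was the 1 gene of this set with an adjusted p below 0.05 (edgeR, Benjamini-Hochberg). The result depends on how the correlation between these genes is treated. With the correlation estimated from the data, p was 0.217 (limma's camera), and with the self-contained test fry it was 0.144 (limma), both without the replicate block. After the correction for GC content the set remained lower (median -0.26, p = 0.000335, limma's camera, again without an exact test), so a GC trend does not account for all of it, and the median was also -0.26 with the replicate block and the correction together (camera p of 4.66e-08). Of the 8 splits of the samples that part the same-numbered pairs, 1 gave a camera p as small, which is the real split, and among all 35 splits 7 did, the other 6 of which do not part all the pairs. Since 1 of 8 is the smallest share possible, this comparison cannot tell the result apart from a chance division of the samples. A loss of myogenic transcripts with BV6 is a hypothesis.

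Proliferation genes, another list the paper does not analyse, shifted by little but almost all in the same direction. Of 50 genes, 48 were lower and 2 higher with BV6, with a median log2 fold change of -0.14 (adjusted p = 7.69e-06 over the 5 gene sets, limma's camera). With the replicate block the median was -0.15 (camera p of 8.4e-07), with fry p was 0.00147 and with the estimated correlation 0.00663 (both limma). Differences in GC content between the libraries would move many genes together in this way. After the correction for GC content the set was still lower (median -0.17, p = 4.78e-10, limma's camera, for which 7 samples allow no exact test), so that explanation does not account for it, and with the replicate block and the correction together the median was -0.17 as well. However, 3 of the 8 splits that part the same-numbered pairs, the real one included, gave a p as small (4 of all 35 splits). Of the other 2, the split of untreated replicates 2, 3 and 4 from the rest is close to the real contrast, and the split of BV6 replicates 2 and 4 with untreated replicate 3 is not. The samples of the groups did not overlap in the mean log2 CPM of the set (lowest untreated 7.194, highest BV6 7.115), and the camera p stayed at 0.00321 or less when a sample was left out. The comparison of splits, made without the block, cannot tell the shift apart from a chance division of the samples, and a response of proliferation genes to BV6 is a hypothesis.

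Of the 5 down-regulated genes with the smallest p, LINC00511, SHROOM2 and AQP3 are not mentioned by the paper. LINC00511, a long non-coding RNA (chromosome 17, 72290091 to 72640472), fell from 26.2 ± 2.16 CPM (SD, n = 4) to 10.1 ± 1.59 CPM (SD, n = 3), a log2 fold change of -1.38 (adjusted p = 0.00574, edgeR). SHROOM2 (chromosome X, 9786429 to 9949443) fell from 38 ± 3 to 18.1 ± 1.92 CPM (log2 fold change -1.07, adjusted p = 0.00925, edgeR), and AQP3, which encodes an aquaporin (chromosome 9, 33441156 to 33447596), from 103 ± 13.3 to 50 ± 7.38 CPM (log2 fold change -1.04, adjusted p = 0.0152, edgeR). In each of these genes, all 3 BV6 samples were below all 4 untreated samples. With the replicate block the log2 fold changes were -1.4, -1.03 and -0.96. After the correction for GC content they were -1.41 (adjusted p = 0.00103, edgeR) for LINC00511, -0.90 (adjusted p = 0.0333, edgeR) for SHROOM2 and -0.90 (adjusted p = 0.00494, edgeR) for AQP3, so that SHROOM2 and AQP3 passed the test but not the 2-fold limit. Over the alternatives, the adjusted p of LINC00511 ranged from 7.31e-15 (shrunken DESeq2) to 1, that of SHROOM2 from 6.97e-11 to 1 and that of AQP3 from 1.92e-07 to 1, the upper end in each case from glmTreat against a log2 fold change of 1. Down-sampling every library to the smallest total left the number of DEGs at 74, with 72 of the 74 in common, so depth does not account for the calls as a group. None of these 3 genes shares exonic bases with another gene in the annotation used. LINC00511 and SHROOM2 kept an adjusted p below 0.05 (edgeR) in all 7 fits that each left out a sample, and AQP3 lost it in 2. A comparison of sample splits cannot decide for or against chance here, since the real split always counts as 1 of 8. A response of these genes to BV6 is a hypothesis.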

How the results depend on the processing

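All alternatives were set before the data were examined, except halving the counts, down-sampling to equal depth and the fits that use GC content, which were chosen after the data had been seen. Where a result changed, the cause was not tested unless a value below shows it.

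The counts of DEGs changed with several settings. Against 74 DEGs (66 up-regulated, 8 down-regulated), 104 genes with an adjusted p below 0.05 and 29 called genes of Figure 3B, the DESeq2 Wald test gave 219 DEGs (134 up, 85 down; 61.2% up against 89.2%), 408 genes and 49 genes of Figure 3B. With shrunken fold changes, DESeq2 gave 16 down-regulated DEGs and 405 genes with an adjusted p below 0.05, and its total of 96 DEGs was within 1.5 times of the main one. Without a filter on low counts, edgeR gave 157 DEGs (115 up, 42 down; 73.2% up), 242 genes and 45 genes of Figure 3B. Requiring 10 counts in every sample left 17 called genes of Figure 3B and 62 DEGs. Testing against a log2 fold change of 1 gave 12 DEGs, 12 up and 0 down (65 lower genes at an unadjusted p below 0.05), 12 genes with an adjusted p below 0.05 and 12 of Figure 3B. With RLE factors there were 73 DEGs, with limma-voom 73, and with limma on log2(CPM + 1) and log2(CPM + 0.1) 63 and 77. The median log2 fold change of all genes was -0.014 with TMM and -0.0279 with RLE factors. Halving the counts and down-sampling to equal depth each gave 74 DEGs, 72 of them among the 74.

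With the replicate number as a block, edgeR gave 119 DEGs (89 up, 30 down), 218 genes with an adjusted p below 0.05 and 32 genes of Figure 3B, and 65 of the 74 DEGs remained. The correlation of same-numbered samples was 0.345 on average. With the correction for GC content there were 97 DEGs, with 13 down-regulated, and 199 genes with an adjusted p below 0.05, and 64 of the 74 DEGs remained. On the same genes without the correction there were 65 DEGs, all among the 74. With the replicate block and the correction together there were 198 DEGs (131 up, 67 down), 1065 genes with an adjusted p below 0.05 and 41 genes of Figure 3B, and 63 of the 74 DEGs remained.

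Leaving out each of the 7 samples in turn gave from 37 to 72 DEGs, from 35 to 65 up-regulated and from 2 to 10 down-regulated, from 38 to 89 genes with an adjusted p below 0.05, and from 18 to 27 called genes of Figure 3B. Between 36 and 52 of the 74 DEGs remained in each of these fits, and 27 remained in all 7. The length of the list therefore depends on single samples.

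The NF-κB target and interferon-stimulated sets were up-regulated with a p below 0.05 under every alternative run for them, with median log2 fold changes from 0.35 to 0.47 and from 0.35 to 0.51 when a sample was left out. The proliferation set stayed lower in the same way, from -0.16 to -0.11. The myogenic set also stayed lower, with medians from -0.54 to -0.23 when a sample was left out and -0.26 after the correction for GC content. At its median of -0.35, it passed neither fry (p = 0.144) nor camera with the estimated correlation (p = 0.217, both limma). The leukocyte marker set, with a median of -0.08 that passed no test, reversed to 0.0592 with the replicate block and to 0.0717 with the block and the correction for GC content, and ranged from -0.355 to 0.148 when a sample was left out. The order of genes in Figure 3B gave a Spearman rho from 0.894 to 0.959 when a sample was left out, and 0.501 with shrunken fold changes.

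Of 90 genes named by the rule or singled out, 42 had an adjusted p below 0.05, and 21 of these kept it in all 7 fits that each left out a sample. The direction reversed in the genes that follow, none of which had an adjusted p below 0.05 (edgeR). With the replicate block, the log2 fold change of TNFRSF1B became 0.129 and that of TRADD 0.0480. With the correction for GC content, REL became -0.0198, FADD 0.0312 and TRADD 0.217, and with the correction and the replicate block together REL became -0.0193, FADD 0.0108, TRADD 0.232 and TNFRSF1B 0.288. When a sample was left out, the log2 fold change ranged from -0.682 to 0.0883 for TNFRSF1B, from -0.0432 to 0.243 for RELA, from -0.0996 to 0.506 for TRAF2, from -0.363 to 0.0683 for TRADD, from -0.162 to 0.000104 for CASP9 and from -0.0317 to 0.316 for CASP10. Among the other changes in these genes, the DESeq2 Wald test moved 25 past the threshold and 0 below it, the fit without a filter 20 and 0, the replicate block 12 and 4, limma-voom 4 and 4, and glmTreat 0 and 30. Named genes under 10 counts in any sample have no value in the fit that requires 10 counts in every sample, and genes without a known GC content have none in the fits that use it.

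The depth of the data limits the genes with few counts. Of the 50 genes of Figure 3B, 22 had a mean count under 10 in untreated samples and 3 were not tested, so for these genes the size of the change is known less well than its direction.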

Differences from the paper's values

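The paper reports 182 DEGs, against 74 here. Among the alternatives set before the data were examined, the DESeq2 Wald test (219 DEGs), which is the test named in the paper's methods, and edgeR without a filter on low counts (157 DEGs) came within 1.5 times of the paper's number. The others did not, with 119 DEGs for the replicate block, 96 for DESeq2 with shrunken fold changes, 77 and 63 for limma on log2(CPM + 0.1) and log2(CPM + 1), 73 for limma-voom, 73 for RLE factors, 62 with 10 counts in every sample, 12 for glmTreat and 37 to 72 when a sample was left out. The replicate block with the correction for GC content, chosen after the values had been seen, gave 198 DEGs.

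The paper states a mean of 31.1 M sequencing reads over its 18 libraries, against a mean of 60.97 M counts in the 7 libraries analysed here. No alternative set before the data were examined changes this total. Halving every count, chosen after the values had been seen, gives a mean of 30.49 M.

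The paper draws 50 genes in Figure 3B as regulated, of which 29 were DEGs here and 21 were not. Of these 21, the DESeq2 Wald test called 20, edgeR without a filter 16, DESeq2 with shrunken fold changes 10, edgeR with the replicate block 7, limma-voom 2 and limma on log2(CPM + 0.1) 2. When a sample was left out, at most 3 of them were called, the 3 without BV6 replicate 3. Of the settings chosen after the values had been seen, the replicate block with the correction for GC content called 12, the correction alone 4 and the halved counts 2. OR10G8 was called by none of these settings.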

Other observations

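The tests on even counts, on well-counted genes and GC content, on the first principal component, on chance among interferon genes, on DEGs that share exonic bases and on immunoglobulin genes were chosen after the result they bear on had been seen.

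The paper measured NF-κB target genes by qRT-PCR in RD cells (Supplementary Figure S3B). In RH30 cells it measured cIAP1, cIAP2, IL-8, MMP9, DR5 and CCL5 by qRT-PCR, and reports that NIK knockdown lowered their transcription (Figure 4C,D, Supplementary Figures S4A and S5). The RH30 counts give the mRNA of these genes and of IAPs, death receptors, death ligands and caspases that the paper names. BIRC2, which encodes cIAP1, rose from 66.1 ± 10.3 CPM (SD, n = 4) to 192 ± 78.9 CPM (SD, n = 3), a log2 fold change of 1.54 (adjusted p = 0.0269, edgeR), and lost its call in 4 of the 7 fits that each left out a sample. TNFRSF10B, the gene of DR5, was higher in every BV6 sample, at 151 ± 11.6 against 109 ± 9.92 CPM (log2 fold change 0.47), but its adjusted p was 0.156 (edgeR) and ranged from 0.00299 to 1 over the alternatives. TNFRSF10A, the gene of DR4, had 0.17 ± 0.1 and 0.311 ± 0.148 CPM (adjusted p = 0.722, edgeR). CXCL8, the gene of IL-8, had 0.332 ± 0.123 CPM in untreated and 0.571 ± 0.332 CPM in BV6-treated cells (log2 fold change 0.78, adjusted p = 0.717, edgeR). For CXCL8, BV6 replicate 3 (0.228 CPM) lay below untreated replicate 3 (0.299 CPM). RELB (log2 fold change 0.90, adjusted p = 0.556) and MAP3K14, the gene of NIK (0.83, adjusted p = 0.307), passed only with the replicate block among the edgeR fits set beforehand (adjusted p = 0.0322 and 0.0163), with ranges of 0.0116 to 1 and 0.00131 to 1 over all alternatives. CASP8 (0.15, adjusted p = 0.802), XIAP (0.23, adjusted p = 0.666), CASP9 and CASP10 did not change detectably (edgeR). TNF, TNFSF10 and FASLG had at most 11 counts in any sample and were not tested. A list of 31 genes was drawn up around those that the paper's text names. It includes REL, RELB, TRAF2, TRAF3 and CFLAR, which that text does not name, and leaves out CCL5. Of this list, 28 genes were tested, 5 had an adjusted p below 0.05 over all genes and 10 when adjusted over the list alone.

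The 7 libraries differ in how their counts depend on GC content, and this was visible between samples of the same condition. Among 15786 tested genes with a mean count of at least 100, 13363 (84.7%) had a known GC content. Across these genes, the difference between 2 samples of the same condition correlated with GC content with a Spearman rho of 0.0529 to 0.714 in size over 9 comparisons. Between same-numbered BV6 and untreated samples rho was -0.18, -0.624 and 0.366 for replicates 2, 3 and 4, so the trend did not follow the treatment in 1 direction. The log2 fold change with BV6 had a rho of -0.494 with GC content and 0.13 with transcript length across the same genes. Over all tested genes the values were -0.37 and 0.123, but only 77.6% of them had a known GC content and length, under the 80% set for such a check, so that check is void. Each library's trend with GC content correlated with its score on the first principal component (Pearson r = -0.912, exact permutation p = 0.00635; Spearman rho -0.893, exact permutation p = 0.0123; n = 7, adjusted p = 0.0123 for both). Without the 2 samples farthest from the median trend, r was -0.61 with 5 samples left, so the relation rests in part on these samples. A candidate explanation for the spread between libraries is GC bias from library preparation or sequencing, since removing the trend from each library raised the number of DEGs from 65 to 97 on the same genes. The DEGs are not accounted for by it, since 64 of the 74 remained after the correction, against 65 on the same genes without it.

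Among genes with 1 to 20 counts, 57.89% to 61.72% had an even count in the 7 libraries, and more genes had 2 counts (3211 to 3389) than 1 count (1765 to 2235). The mates of a pair may therefore have been counted separately, which is consistent with totals about double the paper's reads. Halving the counts gave 74 DEGs, 72 of them among the 74, so the number of calls does not depend on it.

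Other technical explanations for the 74 DEGs were tested. Down-sampling every library to the smallest total gave 74 DEGs, 72 of them among the 74. The 10 genes with most counts held 0.445 percentage points more of all counts in BV6-treated than in untreated samples, less than the 5 points set as the limit, although they held more in each BV6 sample than in the untreated sample of the same experiment. By the NF-κB targets not shown in the figures, 0 samples ranked among those of the other group, so no sample looks mislabelled. Of the 66 DEGs with a position in the annotation, 8 (12.1%) share exonic bases with another DEG, 6 of them on the opposite strand, so the number of independent regions is smaller than the number of DEGs. An example, chosen after its values were seen, is C17orf49 and MIR497HG, which lie on opposite strands of chromosome 17, share 1466 exonic bases and rose by log2 fold changes of 1.20 and 1.29.

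Whether the authors' counting gave reads to every overlapping gene was tested on genes that lie at least 90% inside the exons of a gene with at least 10000 counts. For 55 genes on the opposite strand of such a gene, the median log2 ratio of counts per base to it was -1.7 (quartiles -4.47 and -0.23), above the limit of -2 set for reads counted on either strand. For 322 genes on the same strand it was -2.05, between the values set for the 2 outcomes. The counting may thus have ignored strand for some reads, and antisense pairs among the DEGs should be read with this limit.

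Other splits of the 7 samples were compared with the real one. Of 35 splits into 4 and 3 samples, 8 part all 3 same-numbered pairs as the real split does. Among these 8, 1 gave as many DEGs, up-regulated DEGs, down-regulated DEGs and genes with an adjusted p below 0.05, namely the real split, and likewise 1 gave as small a camera p for the NF-κB target and interferon-stimulated sets. With 8 splits this share cannot fall below 0.05. The 34 other splits, which part 0, 1, 2 or 3 pairs, each gave 0 DEGs. They had between 125 and 4650 genes at an unadjusted p below 0.05, against 1939 in the real split. The 7 of them that part all 3 pairs had between 126 and 1118 such genes. For the leukocyte marker set, 6 of the 8 splits and 29 of all 35 gave as small a p.

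CCL5 and ITGAM are also expressed in leukocytes, so RNA from such cells in the BV6 samples was tested as a source. Of 50 leukocyte markers, 27 were tested, with a median log2 fold change of -0.08 (adjusted p = 0.417 over the 5 gene sets, limma's camera), 12 higher and 15 lower. The markers therefore did not rise detectably as a set. However, their median changed sign with the replicate block (0.0592) and ranged from -0.355 to 0.148 when a sample was left out. The level that a share of leukocytes would bring was not estimated, so the test by itself cannot exclude leukocyte RNA as a source of CCL5 and ITGAM. For CCL5, the paper's own experiments in RH30 cells bear on the question. They report that its mRNA depended on NIK, and that BV6 raised its secretion and its intracellular granules (Supplementary Figure S4A–D). For ITGAM, a direct response of RH30 cells is a hypothesis.

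To ask whether interferon genes are transcribed, 21 interferon genes were examined. None had enough counts to be tested, the highest count in a BV6 sample was 14 (13 in an untreated one), and IFNB1 had 0 counts in every sample. IFNA4 (0 to 4 counts untreated, 5 to 8 with BV6) and IFNA17 (0 untreated, 3 to 4 with BV6) were higher in every BV6 sample, which met the criterion set beforehand for interferon transcription. However, 0.6 such genes are what chance gives among 21, with a binomial probability of 0.12 for 2 or more, and the interferon alpha genes are paralogs that share reads. A small rise in interferon transcripts may therefore be chance, and these counts are too low to explain or exclude it as the cause of the up-regulated interferon-stimulated genes.

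Lambda light chain RNA was abundant in these RMS cells, with IGLC2 at 143 CPM in untreated samples, and lower with BV6. The fall of IGLC2 had as large a difference in 1 of the 8 splits that part the same-numbered pairs, the real one, and its adjusted p, 0.0618 without the block (edgeR), ranged from 0.000118 to 1 over the alternatives. Transcription from the lambda locus in RH30 cells is a hypothesis. Reads shared between the lambda paralogs were not tested, and RNA from other cells is not excluded as its origin.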
